# tRNA m^1^A modification regulate HSC maintenance and self-renewal via mTORC1 signaling

**DOI:** 10.1038/s41467-024-50110-9

**Published:** 2024-07-08

**Authors:** Hongna Zuo, Aiwei Wu, Mingwei Wang, Liquan Hong, Hu Wang

**Keywords:** Haematopoietic stem cells, tRNAs, Self-renewal, Translation

## Abstract

Haematopoietic stem cells (HSCs) possess unique physiological adaptations to sustain blood cell production and cope with stress responses throughout life. To maintain these adaptations, HSCs rely on maintaining a tightly controlled protein translation rate. However, the mechanism of how HSCs regulate protein translation remains to be fully elucidated. In this study, we investigate the role of transfer RNA (tRNA) m^1^A58 ‘writer’ proteins TRMT6 and TRMT61A in regulating HSCs function. *Trmt6* deletion promoted HSC proliferation through aberrant activation of mTORC1 signaling. TRMT6-deficient HSCs exhibited an impaired self-renewal ability in competitive transplantation assay. Mechanistically, single cell RNA-seq analysis reveals that the mTORC1 signaling pathway is highly upregulated in HSC-enriched cell populations after *Trmt6* deletion. m^1^A-tRNA-seq and Western blot analysis suggest that TRMT6 promotes methylation modification of specific tRNA and expression of TSC1, fine-tuning mTORC1 signaling levels. Furthermore, Pharmacological inhibition of the mTORC1 pathway rescued functional defect in TRMT6-deficient HSCs. To our knowledge, this study is the first to elucidate a mechanism by which TRMT6-TRMT61A complex-mediated tRNA-m^1^A58 modification regulates HSC homeostasis.

## Abstract (web summary)

Haematopoietic stem cells (HSCs) rely on tightly controlled protein translation to sustain blood production and respond to stress. Here, the authors uncover that TRMT6-TRMT61A proteins regulate HSC function by modifying tRNA, which fine-tunes mTORC1 signaling and thus translation.

## Introduction

Haematopoietic stem cells (HSCs) are a rare population of bone marrow-resident adult stem cells that have an extensive capacity for self-renewal and multilineage differentiation and maintain lifelong blood cell production in the body^1^. In order to maintain lifelong stem cell function and cope with various internal and external stresses such as replicative, metabolic, oxidative and genotoxic stresses^2–13^, HSCs have acquired various adaptations that can help maintain their function. While considerable insights have been generated through studies targeting specific genes or pathways in HSCs^4,6,9,14–21^, the mechanisms underlying the full range of adaptations found in HSCs are still not fully understood.

HSCs undergo rapid and profound changes to break out of quiescence, followed by massive HSC clonal expansion and differentiation, which is essential for adequate haematopoietic reconstitution. HSCs meet this enormous bioenergetic and biosynthetic demand by rapidly increasing protein synthesis at the transcriptional, post-transcriptional and translational levels^22–26^. mTOR pathway plays an important role in these processes and has been identified as a key factor in regulating HSC function^27^. Disruption of the mTOR pathway in adult mouse HSCs by the introduction of loss-of-function alleles of Pten or Tsc1 (both negative regulators of mTOR)^15,17,28–30^ or gain-of-function mutations in the mTOR activators RHEB2 or AKT leads to depletion of HSC recycling and long-term reconstitution activity^24,27^. Furthermore, pharmacological inhibition of mTOR with rapamycin restored haematopoietic stem cell activity in these models^27,31^. These studies strongly suggest that mTOR activity plays an important role in haematopoietic stem cell function. However, the regulation of the mTOR pathway at the level of translational regulation has been less well studied.

It has long been thought that tRNAs influence translation through their structure and interaction with the corresponding mRNA codons^32–34^. Their regulation is closely linked to different tRNA chemical modifications, which have been the subject of numerous in vitro studies^35^. Mammalian tRNAs are the most highly modified RNA molecules in the cell^35^. On average, they contain 14 modified nucleotides per molecule^36^. tRNA modifications have multiple roles involving control, decoding and so on^34^. One of the evolutionarily conserved epitope marks is N^1^-methyladenosine (m^1^A), which is normally found at position 58 of tRNA and is catalyzed by the tRNA methyltransferases TRMT61A and TRMT6^33,37–39^. TRMT6 and TRMT61A-mediated tRNA-m^1^A58 modification has been reported to enhance translation initiation and elongation^34,36,40–45^.

However, the in vivo biological function of the tRNA-m^1^A58 methyltransferases TRMT6/TRMT61A in HSCs remains completely unknown. Recently, He HQ et al. showed a new molecular mechanism which is over-expression of TRMT6-TRMT61A complex promotes HSC aging through independent role of tRNA-m^1^A58 modification^46^. Here, we observed that specific deletion of *Trmt6* in HSCs resulted in short-term aberrant expansion of HSCs, and a significant and substantial decrease in self-renewal capacity. Mechanistically, TRMT6-mediated tRNA-m^1^A58 is mounted on the TSC1 protein to keep mTOR in the proper state to rapidly initiate mTOR signaling when necessary, and it maintains haematopoietic stem cell stemness and stability. In conclusion, these results suggest that the tRNA-m^1^A58 methyltransferases TRMT6/TRMT61A acts as a translational checkpoint for the mTOR pathway and constitute an important mechanism responsible for maintaining HSC homeostasis and the rapid synthesis of specific key functional proteins to promote HSC differentiation and self-renewal.

## Results

### *Trmt6* loss leads to phenotypic HSC expansion and Long-term repopulation capacity decline

Before investigating the biological roles of *Trmt6* and *Trmt61a* in haematopoietic system, we initially assessed the expression of *Trmt6* and *Trmt61a* genes across multiple haematopoietic cell populations utilizing publicly available single-cell transcriptomic data^47^. *Trmt6* and *Trmt61a* are broadly expressed in haematopoietic system (Figs. S1a and g). Notably, we observed a consistent upregulation of *Trmt6* but not *Trmt61a* in donor-derived bone marrow cells derived several days post-transplantation of HSCs^47^ (Figs. S1b and h). Treatment of HSCs with 5-Fu^48^, ionizing radiation^49^, or LPS^50^ resulted in upregulation of *Trmt6* but not *Trmt61a* at 1-3 days (Figs. S1c–S1e and S1i–S1k), while in aged HSCs the expression of *Trmt6* slightly decreased^51^ (Fig. S1f), indicating that *Trmt6* and *Trmt61a* may play a role in homeostasis and regeneration of HSCs.

To understand the functional role of *Trmt6* in haematopoietic system, we generated *Mx1-Cre;Trmt6*^*fl/fl*^ (*Trmt6*^*-/-*^) mice and confirmed the deletion efficiency of *Trmt6* (Figs. 1a, b and S2a). Although the size and weight of *Trmt6*^*-/-*^ spleen were comparable with that of wild-type mice, a reduction in frequency of B lymphocytes and an increase in the frequency of myeloid cells were observed in spleen of *Trmt6*^*-/-*^ mice (Figs. S2b–d). In peripheral blood (PB) of *Trmt6*^*-/-*^ mice, the reduction in frequency of B lymphocytes and the increase in the frequency of myeloid and T cells were more noticeable (Fig. S2e). Furthermore, complete blood counts revealed a significant decrease in the number of white blood cells and lymphocytes and a significant increase in the number of platelets and neutrophils in *Trmt6*^*-/-*^ mice (Figs. S2f–i). Those results suggested an abnormal lineage output in *Trmt6*^*-/-*^ mice.

**Fig. 1:**
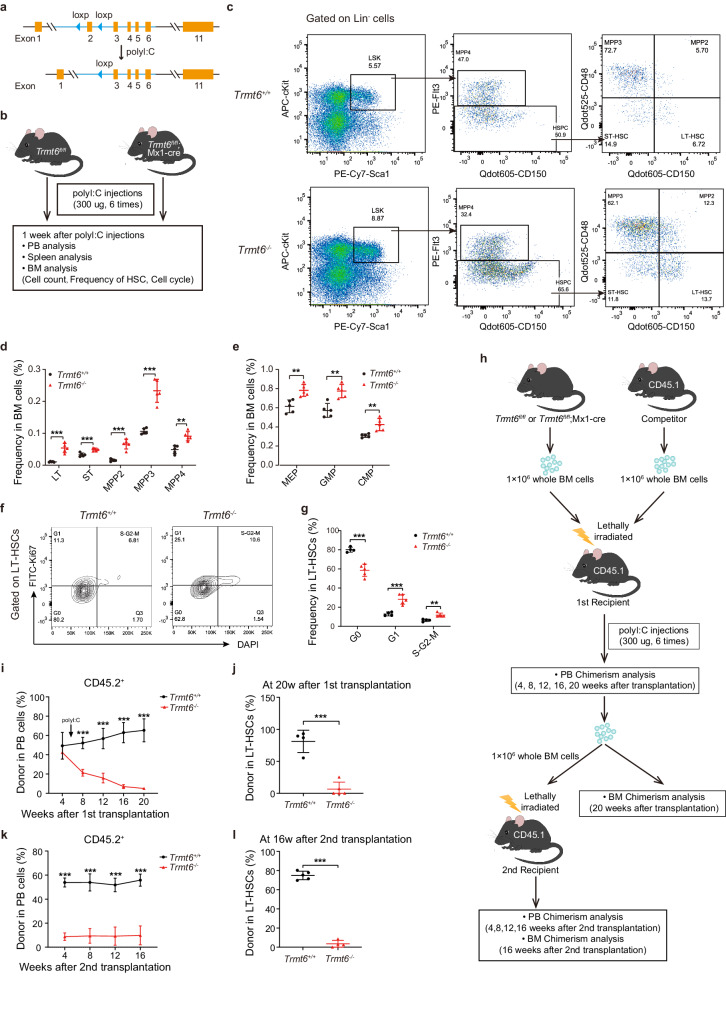
*Trmt6* is essential for the repopulating potential of HSCs. **a** Targeting strategy to generate the *Trmt6* conditional knockout (cKO) mouse. **b** Experimental scheme for *Trmt6*^-/-^ and *Trmt6*^+/+^ hematopoiesis analysis. **c** FACS analysis of LT-HSCs (CD150^+^CD48^-^FlK2^-^Lin^-^c-Kit^+^Sca-1^+^), ST-HSCs (CD150^-^CD48^-^FlK2^-^Lin^-^c-Kit^+^Sca-1^+^), and MPPs in *Trmt6*^-/-^ and *Trmt6*^+/+^ BM cells. Representative FACS profiles are shown. *n* = 5 mice per genotype. **d** Frequency of LT, ST, MPP2, MPP3 and MPP4 in BM cells are shown. *n* = 5 mice per genotype. **e** Frequency of MEP, GMP and CMP in BM cells are shown. *n* = 5 mice per genotype. **f** Cell cycle analysis of *Trmt6*^-/-^ and *Trmt6*^+/+^ LT-HSCs. Representative FACS profiles of Ki67 antibody and DAPI staining are shown. **g** Frequency of the cell cycle distribution in *Trmt6*^-/-^ and *Trmt6*^+/+^ LT-HSCs are shown. *n* = 5 mice per genotype. **h** Experimental schematic for serial competitive transplantation with *Trmt6*^-/-^ and *Trmt6*^+/+^ BM cells. **i** Percentage of donor-derived PB cells at the indicated time points in the first competitive transplantation. *n* = 6 mice per genotype. **j** Percentage of donor-derived LT-HSCs 20 weeks after first transplantation. *n* = 6 mice per group. **k** Percentage of donor-derived PB cells at the indicated time points in the second competitive transplantation. *n* = 6 mice per group. **l** Percentage of donor-derived LT-HSCs 16 weeks after secondary transplantation. *n* = 6 mice per group. Data represent the mean ± SD from three independent experiments. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. For all the above statistics, *P* values were obtained using unpaired parametric two-tailed t-test. Exact *P* values are provided as Source Data.

To formally and functionally investigate the effects of *Trmt6* loss in the haematopoietic system, we evaluated the immunophenotypic composition of the HSPC compartments in cohorts of *Trmt6*^+/+^ and *Trmt6*^-/-^ mice. Flow cytometry analysis showed a ~ 4-fold increase in the frequency of CD150^+^CD48^-^FlK2^-^ LSK cells (LT-HSCs) and progenitors (MPP, GMP, CMP, and MEP) in *Trmt6*^-/-^ bone marrow at 1week after polyI:C (Fig. 1c–e). Taken together, *Trmt6* deletion causes a dramatic increase in the numbers of HSCs.

To acquire further insight into the expansion of HSC pools after *Trmt6* deletion, we conducted cell cycle analysis on LT-HSCs and LSK cells. Ki67 staining revealed a significantly lower frequency of G_0_ cells (Ki67^-^) in *Trmt6*^*-*/-^ LT-HSCs and LSK cells than that in *Trmt6*^+/+^ cells (80% in *Trmt6*^+/+^ *vs*. 58% in *Trmt6*^*-*/-^ LT-HSCs) (Figs. 1f, g and S3a). Cycling HSCs are more sensitive to 5-Fluorouracil (5-Fu) cytotoxicity, while quiescent HSCs remain viable after 5-Fu treatment^52^. *Trmt6*^*-*/-^ mice challenged with sequential 5-Fu treatment died significantly earlier than the *Trmt6*^+/+^ controls (Figs. S3b and c), indicating that *Trmt6*-null HSCs were less quiescent.

Aberrantly enhanced proliferation often consequentially exhausts HSCs and affects their function in haematopoietic reconstitution^8,9,24,53–55^. A significant reduction of BM cells in *Trmt6*^*-*/-^ mice was found by examining the total number of bone marrow cells (Fig. S3d). To further observe the HSC depletion phenomenon caused by TRMT6 deficiency, flow cytometry analysis showed that the frequency of LT-hematopoietic stem and progenitor cells (MPP2, MPP3, MPP4) in *Trmt6*^*-*/-^ bone marrow was significantly decreased 4 weeks after injection of PolyI:C (Fig. S3e), and at the same time, compared with control mice, the survival rate of *Trmt6*^*-*/-^ mice was significantly decreased (Fig. S3h), and even less for stress induced by 5-Fu (Figs. S3b and c) and 4 Gy irradiation (Figs. S3i and j). Collectively, these data suggest that *Trmt6* depletion has a significant impact on hematopoiesis.

We hypothesize that although higher in number, the functionality of *Trmt6*-null HSCs might be exhausted faster upon transplantation or stresses. To this end, we conducted HSC competitive transplantation experiments. Surprisingly, in comparison with *Trmt6*^*+/+*^ HSCs, *Trmt6*^*-*/-^ HSCs exhibited a ~ 10-fold reduction in their long-term repopulating ability followed by PB and LT-HSC chimerism analysis (Figs. S3f and g).

To exclude the potential impact of TRMT6 deficiency on HSC homing upon transplantation, *Trmt6*^+/+^ Mx1-Cre or *Trmt6*^fl/fl^ Mx1-Cre BM cells were first transplanted without inducing *Trmt6* deletion. The recipient mice were then injected with polyI:C at 6 weeks after transplantation to induce *Trmt6* deletion, followed by PB chimerism analysis and secondary transplantation (Fig. 1h). To this end, we conducted competitive transplantation experiments by injecting 1 × 10^6^ *Trmt6*^+/+^ or *Trmt6*^*-*/-^ BM cells (CD45.2 background) into lethally irradiated congenic-recipient mice (CD45.1) along with 1 × 10^6^ competitive BM cells (CD45.1), followed by secondary transplantation (Fig. 1h). In contrast to *Trmt6*^+/+^ cells, which gave rise to stable long-term multi-lineage reconstitution in the recipient mice, *Trmt6*^*-*/-^ LT-HSCs and PB exhibited a ~ 10-fold reduction in their long-term repopulation ability at 20 weeks post transplantation (Figs. 1i, j and S3k–m). The analysis of recipient mice revealed a significant decrease in the frequency of donor-derived PB and LT-HSC cells 16 weeks after the secondary transplantation (Figs. 1k, l and S3n–p), suggesting that *Trmt6* deletion produces a cell-autonomous functional defect in HSCs. Altogether, these data indicate that TRMT6 depletion impaired the long-term multi-lineage repopulation activity and self-renewal capacity of HSCs in a cell intrinsic manner.

### Single-cell RNA sequencing (scRNA-seq) revealed an activated mTORC1 signaling pathway in *Trmt6* deficient HSC populations

To elucidate the molecular mechanism of *Trmt6* in regulating haematopoiesis, we performed single-cell RNA sequencing (scRNA-seq) on sorted HSPCs (LSK) cells isolated from bone marrow (BM) of young adult *Trmt6*^*+/+*^ and *Trmt6*^*-/-*^ mice (Fig. 2a and S2j). In total, 8258 out of 8869 and 8599 out of 9260 cells from *Trmt6*^*+/+*^ and *Trmt6*^*-/-*^ BM passed quality control, respectively. Cells were annotated using SingleR package by comparing transcriptome between our and Nestorowa et al. data^56^ (Figs. 2b, c and S4a). *Procr*/*Pdzk1ip1*, *Myct1*, *Dntt*, *Ctsg* and *Car1* were specifically and highly expressed genes in the predicted long-term HSCs (LT-HSCs), MPPs, LMPPs, CMPs, GMPs and megakaryocyte-erythroid progenitors (MEPs), respectively (Figs. S4b and c). Dramatic changes of cell type composition were observed in *Trmt6*^*-/-*^ HSPCs, specifically, the fraction of LT-HSCs increased, along with increased fraction of multipotent progenitor 2 (MPP2) population and decreased fraction of other cell types (Fig. 2d). *Trmt6*^*-/-*^ HSPCs exhibited higher proliferation score, and the percentage of cells with S and G2/M cell cycle signature elevated in *Trmt6*^*-/-*^ HSCs and MPPs (Figs. 2e, f), suggesting a disturbed quiescence-proliferation transition in *Trmt6*^*-/-*^ HSCs.

**Fig. 2:**
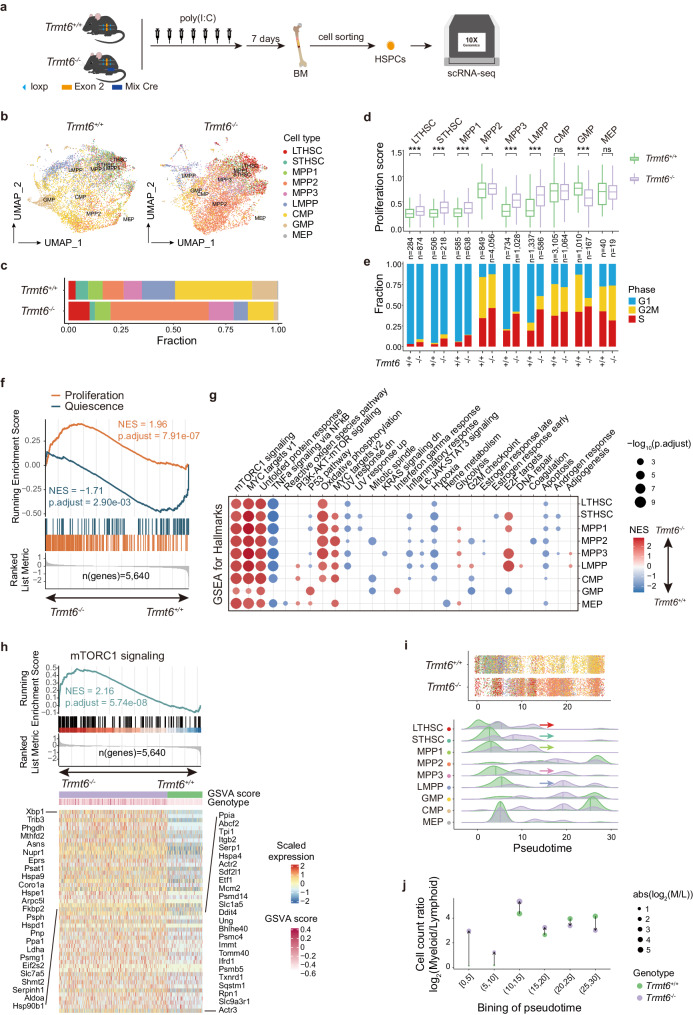
scRNA-seq revealed an activated mTORC1 signaling pathway in *Trmt6* deficient HSC populations. **a** Experimental schematic for the generation of mice with bone marrow specific deletion of *Trmt6* and the obtaining of HSPCs for scRNA-seq. *Trmt6*^fl/+^ mice were crossed with interferon-inducible transgenic Mx1-Cre mice to generate *Trmt6*^+/+^ Mx1-Cre and *Trmt6*^fl/fl^ Mx1-Cre mice. Mice were then treated with intraperitoneal injections of 300 ug/kg pIpC every other day seven times to delete the *Trmt6* alleles. ScRNA-seq was performed for FACS-purified HSPCs. **b** UMAP plots showing nine populations of *Trmt6*^+/+^ HSPCs and *Trmt6*^-/-^ HSPCs annotated with Nestorowa et al. data. Colors indicate cell types. **c** Histograms showing the compositions of nine populations. Colors indicate cell types. **d** Boxplot comparing the proliferation score of cells in each population between *Trmt6*^+/+^ HSPCs and *Trmt6*^-/-^ HSPCs. The standard boxplot notation was used (lower/upper hinges-first/third quartiles; whiskers extend from the hinges to the largest/smallest values no further than 1.5 x inter-quartile ranges; middle line-the median). The differences are tested by two-sided Wilcoxon rank sum test, *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. **e** Histograms showing the proportions of nine populations in each cell cycle stages between *Trmt6*^+/+^ and *Trmt6*^-/-^. **f** GSEA analyzes for genes affected in the LT-HSCs of *Trmt6*^-/-^ versus *Trmt6*^+/+^ control mice showing positive enrichment of proliferation signature (orange) and negative enrichment of quiescence signatures (blue). NES, normalized enrichment score. **g** Dot plot GSEA analyzes for genes affected in nine populations of *Trmt6*^-/-^ versus *Trmt6*^+/+^ to test enrichment for enrichment of hallmarks. **h** GSEA analyzes for genes affected in the LT-HSCs of *Trmt6*^-/-^ versus *Trmt6*^+/+^ showing positive enrichment of mTORC1 signaling. Heatmap shows the scaled expression of leading-edge subset of genes in mTORC1-signaling. **i** Jitter plots and density plots showing the distribution of pseudotime predicted by Monocle3 for nine populations. Colors indicate cell types. **j** Dot plot showing changes of the ratio between myeloid- and lymphoid-biased HSPCs after *Trmt6* deletion. The upward and downward arrows indicate higher or lower ration between myeloid- and lymphoid-biased HSPCs after *Trmt6* deletion, respectively. *P* values in d and f-h were BH-adjusted. Exact *P* values are provided as Source Data.

To explore the mechanism whereby *Trmt6* controls the quiescence-proliferation transition, we performed differential expression analysis for each cell type. In each cell type except for MEPs (where only 3 genes were dysregulated), hundreds of genes showed dysregulation following *Trmt6* depletion (adjusted *P* < 0.05 and |log_2_FC | > 0.25), with some of them exhibiting a larger change in expression (adjusted *P* < 0.05 and |log_2_FC | > 1) (Fig. S4d). In the case of LT-HSCs, 411 genes were found to be differentially expressed upon *Trmt6* depletion, with 325 genes upregulated and 86 genes downregulated. Out of these, 36 genes were specifically differentially expressed in LT-HSCs, while the remaining 375 genes showed dysregulation in downstream haematopoietic cells. This observation suggested that the impact of *Trmt6* depletion is long-lasting. Gene set enrichment analysis (GSEA) of gene expression changes in *Trmt6*^*-/-*^ LT-HSCs showed upregulated proliferation signature and downregulated quiescence signature (Fig. 2g). Cell-cell communication analysis showed that HSCs interacted more frequently with others in *Trmt6*^*-/-*^ mice than those in *Trmt6*^*+/+*^ mice (Figs. S4e and f). Above results indicated *Trmt6* depletion, to some extent, deprived the restriction of quiescence-proliferation transition. Further GSEA reveals more active expression of several hallmark gene sets *Trmt6*^*-/-*^ HSPCs, including mTORC1 signalling, unfolded protein response, MYC targets, oxidative phosphorylation, and glycolysis (Fig. 2g). Additional gene set variation analysis (GSVA) also showed significantly higher expression of mTORC1 signalling genes in *Trmt6*^*-/-*^ LT-HSCs than that in *Trmt6*^*+/+*^ LT-HSCs (Wilcoxon rank sum test, *P* < 2.2e-16) (Fig. 2h). It has long been established that mTORC1 signalling governs the quiescence of HSCs^57,58^. therefore, *Trmt6* likely controls the quiescence-proliferation transition through regulating mTORC1 signalling. Consistent with the observed lineage-bias of haematopoietic system in *Trmt6*^*-/-*^ mice and the known role of mTOR signalling pathway as the central hub for HSC fate coordination^27^, pseudotime analysis showed a prone-to-myeloid transcriptomic change of HSCs in *Trmt6*^*-/-*^ mice (Fig. 2i), and the transcriptomic shift leading to lineage-bias likely happened in early differentiation stage, namely, in LT-HSCs (Fig. 2j). In all, single-cell transcriptomic profiling of HSPC populations supports a prominent role for *Trmt6* in HSC quiescence.

### tRNA-m^1^A58 modification is required for efficient *Tsc1* mRNA translation and mTORC1 signaling regulation

Previous studies have shown that the mammalian target of rapamycin complex 1 (mTORC1) is critical for cell metabolism, cell growth and cell cycle progression in HSCs. Therefore, we first examined the activity of mTORC1. We found that the phosphorylation levels of ribosomal protein S6 (p-S6) were significantly increased in *Trmt6*^*-*/-^ LT-HSCs and LSK cells compared with those in *Trmt6*^+/+^ LT-HSCs and LSK cells (Fig. 3e and S5a). *Trmt6*^-/-^ HSCs also had other features of mTORC1 hyperactivation, such as increased cell size (Fig. S5b), increased ROS (Fig. S5c) and peak mitochondrial membrane potential changes (Fig. S5d). Although the apoptotic proportion of HSCs did not change significantly, the apoptotic rate of Lin^+^ cells was high (Fig. S5e). It is plausible that TRMT6 loss resulted in sustained mTORC1 activation, which was responsible for the phenotypic expansion and functional decline of HSCs.

**Fig. 3:**
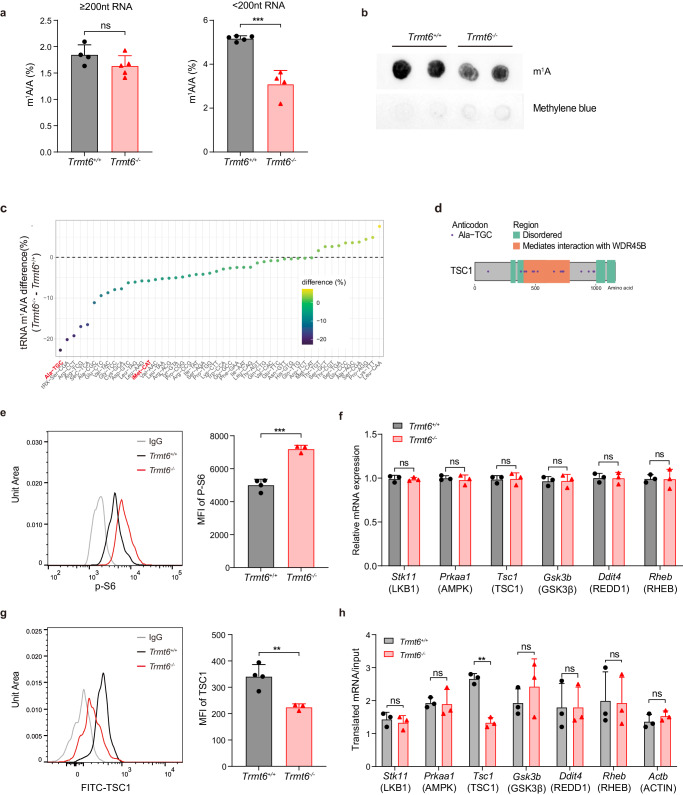
tRNA-m^1^A modification is required for efficient *Tsc1* mRNA translation. **a** LC-MS/MS quantification of m^1^A levels in the RNA ( >200 nt) and tRNA ( >50nt and <200 nt) purified from *Trmt6*^-/-^ and *Trmt6*^+/+^ HSPC, presented as percentage of unmodified A. *Trmt6*^*+/+*^ HSPC RNA ( >200 nt), *n* = 4 independent biosamples and tRNA, *n* = 5 independent biosamples. *Trmt6*^-/-^ HSPC RNA ( >200nt), *n* = 5 independent biosamples and tRNA, *n* = 4 independent biosamples. **b** Global m^1^A levels were detected in tRNA ( >50nt and <200 nt) purified from *Trmt6*^-/-^ and *Trmt6*^+/+^ HSPC using dot blot assay. Data were repeated five times. **c** The decrease in magnitude (the tRNA-m^1^A58 level in *Trmt6*^-/-^ HSPCs minus the level in *Trmt6*^+/+^ HSPCs) of the tRNA-m^1^A58 level in each tRNA after TRMT6 deletion. **d** The position of codon GCA (corresponding to tRNA-Ala-TGC) in mouse TSC1 protein. **e** Flow cytometry analysis of p-S6 levels in the LT-HSCs of *Trmt6*^-/-^ and *Trmt6*^+/+^ mice. Median fluorescence intensity of p-S6 in *Trmt6*^-/-^ (*n* = 3 mice) and *Trmt6*^+/+^ (*n* = 4 mice) LT-HSCs. **f** The relative mRNA expression levels of genes encoding LKB1, AMPK, TSC1, GSK3β, REDD1 and RHEB in *Trmt6*^-/-^ LT-HSCs vs. *Trmt6*^+/+^ LT-HSCs are shown. *n* = 4 independent biosamples. **g** Flow cytometry analysis of TSC1 levels in the LT-HSCs of *Trmt6*^-/-^ and *Trmt6*^+/+^ mice. Median fluorescence intensity of TSC1 in *Trmt6*^-/-^ (*n* = 3 mice) and *Trmt6*^+/+^ (*n* = 4 mice) LT-HSCs. **h** Ribosome occupancy of LKB1, AMPK, TSC1, GSK3β, REDD1, RHEB and control mRNAs was measured by RT-PCR as the relative expression ratio (RER) of polyribosome mRNAs to the input mRNAs after sucrose gradient fractionation of polyribosomes. Data represent the mean ± SD from three independent experiments. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. For all the above statistics, *P* values were obtained using unpaired parametric two-tailed t-test. Exact *P* values are provided as Source Data.

m^1^A at position 58 (m^1^A58) in tRNA can be catalyzed by a methyltransferase complex, containing an RNA binding component TRMT6 and a catalytic component TRMT61A^34,44^. To further determine whether TRMT6 mediated methyltransferase complex exerted function through its enzymatic activity, we use quantitative mass spectrometry (LC-MS/MS) and RNA dot blot assay to analysis m^1^A signals of big RNA ( > 200 nt RNA) and small RNA ( >50 nt and <200 nt RNA, mostly tRNA). We found that only global tRNA-m^1^A58 modification levels in *Trmt6*^*-*/-^ HSPCs were decreased compared with those of *Trmt6*^+/+^ HSPCs (Figs. 3a, b).

tRNA-m^1^A58 modification is required for efficient mRNA translation during initiation and elongation^45,59^. RT-PCR analysis of targets protein antibody found that the mRNA levels of the upstream targets (LKB1, AMPK, TSC1, GSK3β, REDD1, RHEB) of mTORC1 pathways^30^ did not differ (Fig. 3f). Furthermore, FACS staining of target protein antibody further confirmed that the protein levels of the upstream targets (LKB1, AMPK, GSK3β, REDD1 and RHEB) of mTORC1 pathways did not differ (Fig. S5f), but TSC1 were significantly down-regulated in *Trmt6*-null LT-HSCs and LSK cells (Fig. 3g, S5g and S5h). To establish whether *Tsc1* mRNA, through its codon content, requires tRNA-m^1^A58 modification during translation, we performed polyribosome RT-PCR experiments to quantify the ribosome occupancy of *Tsc1* mRNAs. Notably, we found a dramatic decrease in the accumulation of ribosomes on *Tsc1* mRNAs but not on LKB1, AMPK, GSK3β, REDD1, RHEB or control transcripts upon TRMT6 depletion, suggesting that tRNA-m^1^A58 is more likely to regulate the translation elongation of *Tsc1* mRNA (Fig. 3h).

TSC1 deficiency leads to reduced reconstruction capacity of HSCs. To further explore the potential molecular mechanisms of TSC1 translational enhancement by tRNA-m^1^A58 modification, we analyzed the tRNA-m^1^A sequencing data of WT versus *Trmt6*^*-*/-^ HSPCs to determine the magnitude of the reduction in m^1^A58 modification levels on each tRNA after TRMT6 deletion (Figs. S6a–c). 

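The tRNA libraries were made by mim-tRNA-seq, an assay in which a reverse transcriptase reads through modified bases and leaves misincorporations at them, so that the same reads report both the abundance and the modification of each tRNA. HSPCs of 2 *Trmt6*+/+ and 2 *Trmt6*-/- samples were sequenced; the sample labels give the control genotype as *Trmt6* fl/fl and name no Cre for it. For each library the authors deposited the number of reads counted on each anticodon and on each isodecoder, that is, on tRNAs that share an anticodon and differ elsewhere in their sequence. These are raw counts, made by adapter trimming with cutadapt (v2.5 in the methods and v4.4 in the Reporting Summary) and by the mim-tRNAseq pipeline. Without the *E. coli* standard, the total was 55868 counts in *Trmt6*+/+ replicate 1, 4100 in *Trmt6*+/+ replicate 2, 16032 in *Trmt6*-/- replicate 1 and 77217 in *Trmt6*-/- replicate 2. Because the libraries differ this much in depth, 3 counts were 0.0732% of *Trmt6*+/+ replicate 2 but 0.00389% of *Trmt6*-/- replicate 2. Of the 85 mouse anticodons listed, 68 had at least a single count in the shallowest library and 73 in the deepest. Every library was kept as a replicate of its own. The replicates of each genotype differed by more than the counting error of independent reads (chi-square test of the counts over anticodons, p = 4.50e-28 for *Trmt6*+/+ and 1.28e-103 for *Trmt6*-/-), a difference to which PCR amplification can add. Counts were scaled by edgeR's TMM method and are given as CPM, the scaled counts that edgeR reports, and the genotypes were compared with its quasi-likelihood test over the 69 anticodons, 42 amino acid families and 123 isodecoders with a mean of at least 10 counts over the 4 libraries. The TMM factors were 0.913 and 0.921 for the *Trmt6*+/+ libraries and 1.11 and 1.07 for the *Trmt6*-/- libraries, so the scaling itself moves every log2 fold change. With library size as the only scaling, the median log2 fold change over anticodons was 0.35 in place of 0.11. The misincorporation levels behind the m1A58 values were not analysed here, and the values reported describe tRNA abundance as counted reads. The paper reports lower m1A58 on most tRNAs of *Trmt6*-/- HSPCs. Whether this loss changed how many reads of a tRNA were made or aligned was not tested. Such an effect cannot be told apart from a change in abundance.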

We found that the m^1^A58 levels on most tRNAs were reduced to varying degrees after TRMT6 deletion, and the tRNAs decoding Alanine was among the most affected tRNAs (Fig. 3c). 

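*Tsc1* lies on chromosome 2 of the mouse genome build GRCm38, from 28641228 to 28691167 on the plus strand. Its longest coding transcript in GENCODE vM21 has 23 exons, 21 of which hold coding sequence, and its start codon opens at 28658685. The coding sequence has 1161 codons before the stop codon, and 65 of them encode alanine. With 5.60% of the codons, alanine had rank 7 of the 20 amino acids, after leucine with 141 codons, serine with 138, glutamate with 93, proline with 79, threonine with 69 and lysine with 67. Among the alanine codons GCC was counted 24 times, GCA 19 times, GCT 15 times and GCG 7 times. Over all 61 sense codons GCC ranked 17th, GCA 23rd (tied with CAT and CTT), GCT 32nd and GCG 51st, and the most frequent codon was GAG with 57. Compared with the longest coding transcript of 21743 mouse protein-coding genes, the alanine share of *Tsc1* was at the 31.8 percentile, below the median gene with 6.55%. The GCA share of *Tsc1*, 1.64%, was at the 57.5 percentile, and its GCG share, 0.603%, at the 59.4 percentile. In each of the other 3 coding transcripts of *Tsc1*, 64 codons encode alanine and 18 of them are GCA. These are counts in a reference sequence and carry no sampling error.

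**Figure D1:**
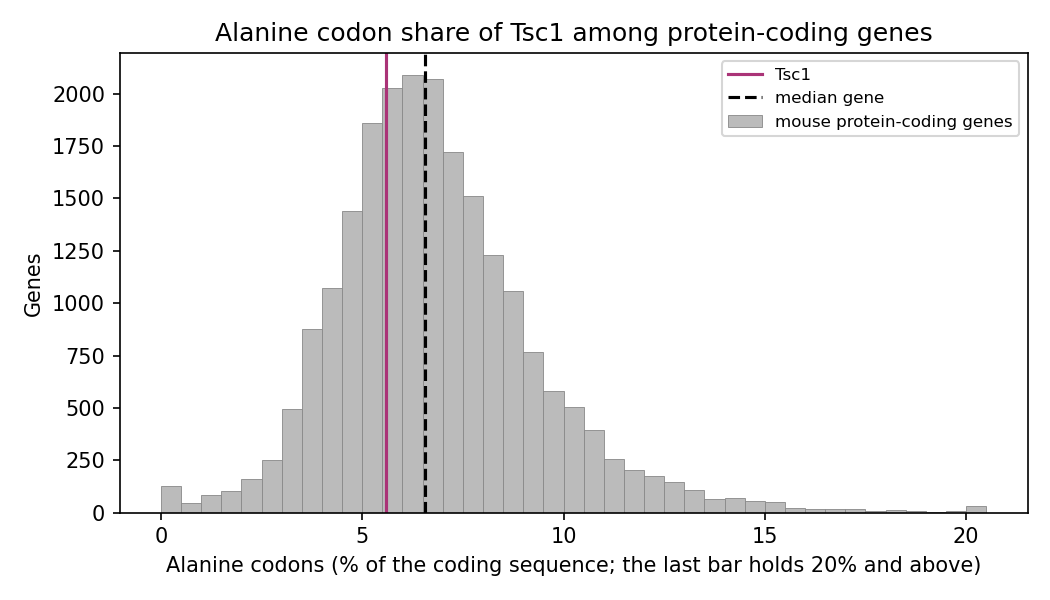
Histogram of the alanine share of the coding sequence (x axis, percent of codons) over 21743 mouse protein-coding genes (y axis, number of genes), with *Tsc1* as a solid line and the median gene as a dashed line. *Tsc1* at 5.60% lies to the left of the median gene at 6.55%.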

Alanine was also among the codons high frequently used by *Tsc1* mRNA (Fig. 3d and S6e). To further identify the transcripts whose translation were regulated by these m^1^A58 elevated tRNAs, we performed ribosome profiling sequencing (Ribo-seq) analysis in TRMT6 depleted and control HSPCs. With Ribo-seq data, we found *Tsc1* gene has lower translation efficiency in *Trmt6*^*-*/-^ HSPCs (Fig. S6f).

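Initiator-methionine tRNA (iMet-CAT) was counted 1580 and 103 times in replicates 1 and 2 of *Trmt6*+/+ HSPCs and 537 and 2167 times in replicates 1 and 2 of *Trmt6*-/- HSPCs. After scaling, this was 29124 ± 2611 CPM in *Trmt6*+/+ (SD, n = 2) and 28189.7 ± 2872 in *Trmt6*-/- (SD, n = 2), a difference smaller than the spread between replicates. An exact two-sided permutation test of its log2 CPM gave p = 0.667, where 2 libraries against 2 allow no p under 0.333. The log2 fold change of iMet-CAT was -0.061 (standard error 0.23, adjusted p = 0.865 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.19 with library size only, a scaling that raised the median log2 fold change over anticodons by 0.25. With TMM scaling it lay between -0.20 and 0.046 when each library was left out in turn. The share of iMet-CAT in the shallow library, *Trmt6*+/+ replicate 2, was 2.51% with a 95% Wilson interval from 2.08% to 3.04%, which spans the 2.83% of *Trmt6*+/+ replicate 1 and the 2.81% of *Trmt6*-/- replicate 2 but not the 3.35% of *Trmt6*-/- replicate 1. Among the isodecoders, iMet-CAT-1 had a log2 fold change of -0.036 (standard error 0.22, adjusted p = 0.934 from the same test). The unresolved pair iMet-CAT-3/2, which had 6 counts in 1 *Trmt6*+/+ library and 284 in the other, had a log2 fold change of -0.20 (standard error 0.40, adjusted p = 0.833 from the same test). Elongator methionine tRNA (Met-CAT) had a log2 fold change of 0.18 (standard error 0.25, adjusted p = 0.661 from the same test). That of Met-CAT was 0.43 with library size only, and lay between 0.070 and 0.25 when each library was left out in turn. The values of iMet-CAT-1 and iMet-CAT-3/2 changed direction when a library was left out and with library size only. No change of iMet-CAT was detected. With a standard error of 0.23, a log2 change of this size or somewhat larger in either direction is not excluded.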

To determine whether TSC1 translation deficiency was due to mRNA translation initiation or elongation in *Trmt6*^*-*/-^ HSPCs, we analyzed the m^1^A58 levels and expression levels of initiator-methionine tRNA and found that neither was decreased in *Trmt6*^*-*/-^ HSPCs (Fig. 3c, S6b and S6d), suggesting that tRNA-m^1^A58 is more likely to regulate the translation elongation of *Tsc1* mRNA. Taken together, these results demonstrate that tRNA-m^1^A58 is essential for efficient *Tsc1* mRNA translation in HSPCs.

To further explore the potential molecular mechanisms of *Tsc1* translational enhancement by tRNA-m^1^A58 modification, we reanalyzed the tRNA-m^1^A sequencing data of WT versus *Trmt6*^*-*/-^ HSPCs to determine the magnitude of the reduction in m^1^A58 modification levels on each tRNA after TRMT6 deletion. Ala was among the codons most frequently used by *Tsc1* mRNA; thus, we remodeled *Tsc1* cDNA such that the most abundant Alanine codons were replaced by their synonymous codons decoded by tRNAs least affected by TRMT6 deletion (Fig. S7a). Accordingly, the GCA/GCG (Ala) codons were replaced by GCC (Ala) (Fig. S7a). 

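The GCA and GCG codons made up 40% of the alanine codons of the longest *Tsc1* coding sequence, compared with 33.3% in the median of the 21629 mouse genes with alanine. Which tRNA reads each codon was not tested here, and reading by another alanine tRNA is not excluded. By base pairing with the anticodon, GCA was assigned to Ala-TGC and GCG to Ala-CGC. GCC and GCT were assigned to Ala-AGC with its first base modified to inosine. Ala-GGC, the anticodon that would pair with GCC without this modification, had 0 counts in all 4 libraries, where 3 counts were between 0.00389% and 0.0732% of a library. The abundance of Ala-TGC was 8055 ± 968 CPM in *Trmt6*+/+ and 11149.6 ± 2298 in *Trmt6*-/- (SD, n = 2 each), a log2 fold change of 0.50 (standard error 0.29, adjusted p = 0.313 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both *Trmt6*-/- libraries were above both *Trmt6*+/+ libraries (exact two-sided permutation test, p = 0.333, the smallest that this design allows), but the difference did not pass the threshold of 0.05. Ala-CGC had a log2 fold change of 0.35 (standard error 0.30, adjusted p = 0.413 from the same test). With library size only, the values became 0.75 for Ala-TGC and 0.60 for Ala-CGC (adjusted p = 0.121 and 0.135 from the same test). Ala-AGC was the most abundant of the alanine tRNAs, with 29915 ± 1889 CPM in *Trmt6*+/+ and 28942 ± 1409.6 in *Trmt6*-/- (SD, n = 2 each). Its log2 fold change was -0.041 (standard error 0.23, adjusted p = 0.899 from the same test) and became 0.21 with library size only. The alanine anticodons taken as a family had a log2 fold change of 0.14 (standard error 0.22, adjusted p = 0.741 from the same test). The value of the family became 0.38 with library size only, and lay between 0.036 and 0.19 when each library was left out in turn. Nearly all Ala-TGC counts were on the unresolved isodecoders Ala-TGC-4/2/3, with 33 counts in the shallow *Trmt6*+/+ library and 368 in the other (log2 fold change 0.52, standard error 0.25, adjusted p = 0.285 from the same test). The isodecoders Ala-AGC-7/6 had a log2 fold change of -0.22 (standard error 0.25, adjusted p = 0.626 from the same test), which became 0.0061 with library size only. The paper reasons from the loss of m1A58 on alanine tRNAs (Fig. 3c), together with the use of alanine codons by *Tsc1*, to the choice of these codons for replacement.

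**Figure D2:**
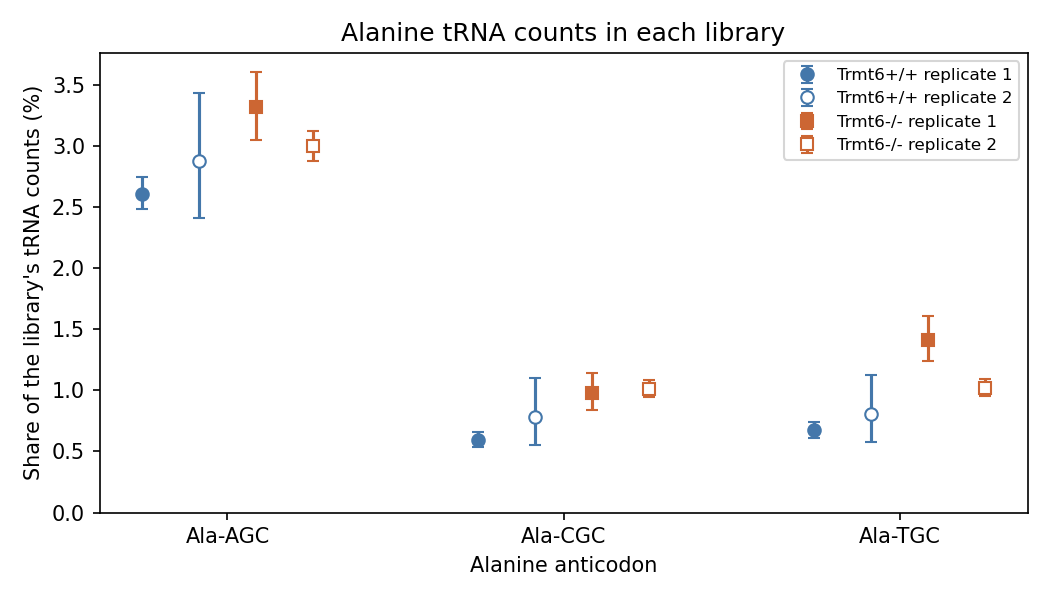
Share of each library's tRNA counts on the alanine anticodons (y axis, percent) for the 2 *Trmt6*+/+ and 2 *Trmt6*-/- libraries, with 95% Wilson intervals that cover counting error only. The Ala-TGC share was 0.673% and 0.805% in *Trmt6*+/+ and 1.42% and 1.02% in *Trmt6*-/-, and the wide interval of *Trmt6*+/+ replicate 2, from 0.574% to 1.13%, overlaps that of *Trmt6*-/- replicate 2.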

Expression of this mutant *Tsc1* via lentivirus in WT and *Trmt6*^*-/-*^ HSPCs (Fig. S7b) was sufficient to rescue the defective expression of TSC1 (Fig. S7c) and single clone formation in *Trmt6*^*-/-*^ HSCs in vitro (Fig. S7d), confirming that tRNA-m^1^A58 modification directly regulates *Tsc1* mRNA translation through codon decoding.

Furthermore, we knockdowned the expression of TRMT61A in HSCs, an essential m^1^A catalytic partner for TRMT6 in the m^1^A ‘writer’ complex (Fig. S8a). HSCs of sh-*Trmt61a* showed a similar phenotype to *Trmt6*-KO HSCs (Figs. S8b–g). Specifically, using the above methods, we found a similar self-renewal defect in HSCs of sh-*Trmt61* (Figs. S8c and d). Thus, our data demonstrate that *Trmt61a*-deficiency induced mTORC1 activation is due to the depletion of tRNA-m^1^A58 modification.

### Inhibition of mTOR pathway ameliorates aberrant proliferation and self-renewal defects of *Trmt6* knockout HSC

To examine the relationship between the enhanced mTOR signaling and dysregulated haematopoiesis in *Trmt6*^*-*/-^ mice, we treated *Trmt6*^*-*/-^ mice and age-matched control mice with rapamycin for 3 weeks (Fig. 4a). Importantly, treatment with rapamycin recovered the number of LT-HSCs, ST-HSCs, MPP2, MPP3 and MPP4 as well as B, T and myeloid cells of PB or spleen in *Trmt6*^*-*/-^ mice compared with that in *Trmt6*^+/+^ mice (Fig. 4b, c and S9a–c). Treatment with rapamycin recovered the cell cycle defects of LT-HSCs and LSK cells in *Trmt6*^*-*/-^ mice compared with that in *Trmt6*^+/+^ mice (Fig. 4d and S9d). Furthermore, there is a decrease in p-S6 levels in *Trmt6*^-/-^ mouse after rapamycin treatment compared to vehicle, but no changes in *Trmt6*^+/+^ mouse, suggesting that rapamycin treatment partially rescued the overactivation of mTOR signaling (Fig. 4e and S9e).

**Fig. 4:**
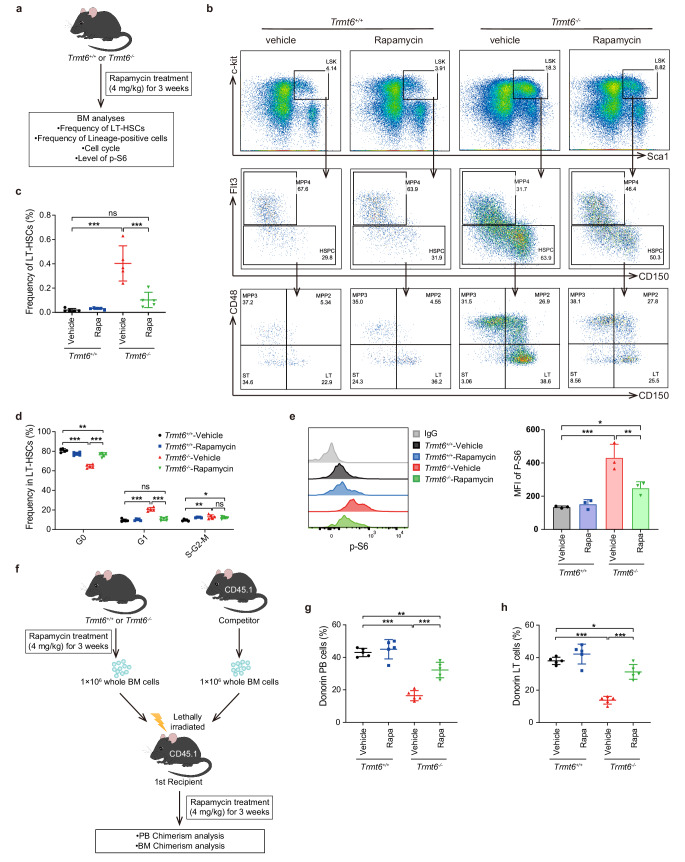
Inhibition of mTOR pathway ameliorates aberrant proliferation and self-renewal defects of *Trmt6* knockout HSC. **a** The experimental design for treatment with an mTOR inhibitor rapamycin in *Trmt6*^-/-^ and *Trmt6*^+/+^ mice. **b** FACS analysis of LT-HSCs, ST-HSCs and MPPs in *Trmt6*^-/-^ and *Trmt6*^+/+^ BM cells after mTOR inhibitor rapamycin treatment in vivo. Representative FACS profiles are shown. *n* = 5 mice per genotype. **c** Frequency of LT-HSCs in BM cells are shown after mTOR inhibitor rapamycin treatment in vivo. *n* = 5 mice per genotype. **d** Experimental schematic for serial competitive transplantation with *Trmt6*^-/-^ and *Trmt6*^+/+^ BM cells after mTOR inhibitor rapamycin treatment in vivo. **e** Flow cytometry analysis of p-S6 levels in the LT-HSCs of *Trmt6*^-/-^ and *Trmt6*^+/+^ mice after mTOR inhibitor rapamycin treatment in vivo. Median fluorescence intensity of p-S6 in *Trmt6*^-/-^ and *Trmt6*^+/+^ LT-HSCs after mTOR inhibitor rapamycin treatment in vivo. *n* = 3 mice per genotype. **f** The experimental design for transplantation using whole bone marrow cells treated with rapamycin. Whole bone marrow cells isolated from *Trmt6*^-/-^ and *Trmt6*^+/+^ mice that had been treated with rapamycin for 3 weeks were transplanted into lethally irradiated recipient mice with competitor cells. Recipient mice were continuously treated with rapamycin after transplantation (results in Fig. 4g–h). **g** After transplantation, the frequency of donor-derived cells in peripheral blood were analyzed. *n* = 5 mice per genotype. **h** After transplantation, the frequency of donor-derived cells in LT-HSCs were analyzed. n = 5 mice per genotype. Data represent the mean ± SD from three independent experiments. ns, *P* value ≥ 0.05; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. For all the above statistics, *P* values were obtained using one-way ANOVA followed Dunnett’s multiple comparisons test. Exact *P* values are provided as Source Data.

To test if TSC1 and TRMT6 or enzyme-dead TRMT6 overexpression can rescue the defect in vivo, *Trmt6*^-/-^ and *Trmt6*^+/+^ HSCs from primary mice were transduced with TSC1, TRMT6 or enzyme-dead TRMT6 (TRMT6^mut^) overexpression (OE) lentivirus, and transduced cells were transplanted into CD45.1 recipients (Figs. S10a and d). Chimerism in the bone marrow was evaluated at 16 weeks post-transplantation to read out long-term engraftment. We observed that OE of TSC1 can partially rescued the function of *Trmt6*-deficient HSCs (Figs. S10b and c). However, TRMT6^mut^ OE did not improve *Trmt6*^-/-^ HSCs’ engraftment deficiency at the level of HSC and PB (Figs. S10e and f). The data suggested that TRMT6 play roles by the function of the m^1^A enzyme in HSCs, while TSC1 at least in part is responsible for TRMT6’s role in maintaining reconstitution in HSCs

To investigate the effect of mTORC1 inhibition on the functionality of *Trmt6*^*-*/-^ HSCs in vivo, we conducted competitive transplantation assays (Fig. 4f) and found that rapamycin treatment partially rescued the reconstitution ability of *Trmt6*^*-*/-^ donor-derived HSCs in the PB and LT-HSC compartment of the recipients compared with vehicle treatment, indicating that mTORC1 inhibition also rescued the function of *Trmt6*-deficient HSCs (Figs. 4g, h). Taken together, these data suggest that overactive mTORC1 pathway partially causes dysregulated haematopoiesis in *Trmt6*^*-*/-^ mice.

## Discussion

Maintaining the homeostasis and function of adult stem cells is essential to replenish somatic cells lost under physiological or pathological conditions^60,61^. How transcription and translation of HSCs are controlled is a central issue in haematopoietic homeostasis. Both the Wnt signaling pathway and the mTOR signaling pathway play important roles in the homeostasis and regeneration of HSC^3,8,17,24,57,62,63^. In our previous study, we found that the histone deacetylase *Sirt6* ^8^and RNA m^6^A reader *Ythdf2*^20^, maintains the function of HSCs by regulating the Wnt pathway. In contrast, in the present study, we found by single-cell RNA sequencing that the Wnt pathway was not affected in HSCs by *Trmt6* deletion, whereas the mTOR signaling pathway was significantly activated in *Trmt6*-deficient HSCs. Previous work has established that excessive activation of mTOR can severely impair the function of HSCs^24,27^. Thus, the level of mTORC1 activity may need to be precisely regulated at multiple levels in HSCs, and an increase or decrease in mTORC1 levels can lead to diminished haematopoietic stem cell function. Here, our study suggests that the TRMT6-tRNA m^1^A-TSC1-mTORC1 axis plays a key role in determining the homeostasis and regeneration of HSCs.

In order to protect the host from effects such as severe bleeding, HSCs must be able to respond quickly and renew and differentiate themselves^12,55,64^. This critical process is achieved by the timely synthesis of large amounts of functional proteins^23,25,26^. Here, we demonstrate that tRNA-m^1^A58 methylation may act as an epigenetic translational control, constituting an important mechanism that enables the rapid synthesis of large amounts of functional proteins and drives activated HSCs into mitosis and rapid proliferation, and back to a resting state after activation. More specifically, through the use of genetic mouse models, high-throughput single-cell RNA sequencing, m^1^A-tRNA-seq, stem cell transplantation, we found that: (1) the tRNA-m^1^A58 ‘writer’ protein (TRMT6) is one of the key genes for the maintenance of resting state and self-renewal function in HSCs; (2) as tRNA-m^1^A58 promotes translation of TSC1 to control mTORC1 signaling in HSC at a lower level, it is possible that this is a strategy to better cope with the rapid translational demands of HSCs. As HSCs play a pivotal role in the haematopoietic system, changes in tRNA-m^1^A may provide a strategy to maintain the transcriptional state of HSCs once they are required to respond rapidly to different situations without the need to restart the complex and tightly controlled transcriptional process. From this point of view, tRNA m^1^A58 could be considered as a quality control system to protect the integrity of HSCs. This work also provides mechanistic insights into the role of specific signaling pathways that control haematopoietic regeneration and will inform therapeutic strategies.

### Limitations of the study

According to published sequencing data, *Trmt6/Trmt61a* mRNA levels in HSCs is regulated by transplantation, radiotherapy, chemotherapy, and inflammatory stimuli (Fig. S1). Therefore, it is also important to figure out how and why *Trmt6* expression changes, which may disclose strategies to improve the function and lifespan of HSCs. mTORC1 hyperactivation in HSCs has been studied in mice with TSC1, PTEN and SZT2 deficiency. Recently, an important study reported that constitutive nutrient signaling to mTORC1 in the absence of SZT2 was detrimental to the repopulating capacity of the HSCs^65^. We found that the phenotype of SZT2 deficiency in HSCs is similar with *Trmt6*-deficient HSCs. So How SZT2, TSC1, PTEN and TRMT6 synergistically regulate mTORC1 signaling in HSCs requires further investigation as well. Recently, He HQ et al. found TRMT6-TRMT61A over-expression regulate 3′-tiRNA-Leu-CAG → RIPK1 → RIPK3 → MLKL cascade to induce HSC aging through independent role of tRNA-m^1^A58 modification^46^. So, whether or not TRMT6-TRMT61A complex inhibitor prevents HSC aging is also an interesting topic for aging studies.

The focus of our current study is to elucidate the role of *Trmt6* on HSC homeostasis and self-renewal in mice. The role of TRMT6 in human HSC function and senescence is also an interesting topic for future studies.

## Methods

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Hu Wang ().

#### Materials availability

All biological materials used in this study are available from the lead contact upon request or from commercial sources.

#### Mice

*Trmt6*-floxed mice were generated at Cyagen Biosciences Inc. *Trmt6*^fl/fl^ mice were mated to Mx1-Cre transgenic mice to generate *Trmt6*^fl/+^ Mx1-Cre and *Trmt6*^fl/fl^ Mx1-Cre mice. The *Trmt6*^fl/fl^ mice genotyping forward primer: 5’-GCTCACGAGATGATGGTGGGGA-3’, reverse primer: 5’-GTATACACTGGAAGCTCAGGGCTAATG-3’. All of these strains were maintained on a C57BL/6 background. The recipient mice used in the competitive transplantation assays were either B6.SJL-PtprcaPep3b/Boy (CD45.1) mice. Both male and female mice were utilized in the study. The Animal Care and Ethics Committee at Hangzhou Normal University approved all animal experiments in this study. All mice were maintained in a pathogen-free environment and fed a standard diet.

#### Flow cytometry

Prepared samples were analyzed on an LSRFortessa^TM^ cell analyzer (BD Biosciences) or sorted on an MoFlo Astrios EQ cell sorter (Beckman colter). For whole bone marrow cells, HSPC were stained with lingure cooktail (CD11B, CD4, CD8, B220, Gr1, Ter119), c-Kit, Sca1, Flt3, CD150, CD48, CD34, CD16/32 and IL-7R and then analyzed by flow cytometry for HSPC cell types and proportions. Bone marrow cells were also incubated with lingerie cocktail (CD11B, CD4, CD8, B220, Gr1, Ter119), c-Kit, Sca1, CD150, CD48 and then fixed on rupture membranes and analyzed for HSC cell cycle using Ki67 and DAPI; or stained with antibodies against p-S6 and TSC1 to detect changes in protein levels. For peripheral blood and spleen cells, CD3, CD11b and B220 were used to determine the proportion of B cells, T cells and myeloid cells.

#### Isolation of Murine HSC

Donor mice at 8 weeks of age were euthanized by cervical dislocation, and bone marrow (BM) cells were isolated by crushing the bones from hind legs, forelegs, pelvis, spine and sternum. BM cells were firstly enriched for HSCs by anti-CD117 conjugated magnetic beads (Miltenyi) and followed by FACS sorting.

#### Transplantation Assay

Competitive transplantation: 1 × 10^6^ cells from donor mice (CD45.2) were mixed with 1 × 10^6^ BM MNCs from age-matched WT mice (competitor, CD45.1) and injected into lethally irradiated recipient mice (CD45.1).

#### Rapamycin treatment

Rapamycin was dissolved in Ethanol (20 mg/mL) and further diluted with corn oil. Mice were treated with 4 mg/kg rapamycin intraperitoneally every other day.

#### RNA Purification and RT-PCR

Total RNA was extracted from freshly isolated cells using a RNeasy kit (Qiagen). Complementary DNA was then synthesized from the RNA using a HiScript II One Step RT-PCR Kit (Vazyme Biotech Co.Ltd) for First-Strand cDNA Synthesis according to the manufacturer’s instructions. The quantitative RT-PCR analysis was conducted using a CFX96 Real-Time System (Bio-Rad). The relative expression levels of the genes of interest were calculated using the relative delta-delta-Ct method. The expression of β-actin was used as the internal control. The primer sequences used for real-time PCR were as follows:

*Gsk3b* forward primer: 5’-TGGCAGCAAGGTAACCACAG-3’ and reverse primer: 5’-CGGTTCTTAAATCGCTTGTCCTG-3’

*Ddit4* forward primer: 5’-CAAGGCAAGAGCTGCCATAG-3’ and reverse primer: 5’-CCGGTACTTAGCGTCAGGG-3’

*Tsc1* forward primer: 5’-ATGGCCCAGTTAGCCAACATT-3’ and reverse primer: 5’-CAGAATTGAGGGACTCCTTGAAG-3’

*Stk11* forward primer: 5’-TTGGGCCTTTTCTCCGAGG-3’ and reverse primer: 5’-CAGGTCCCCCATCAGGTACT-3’

*Rheb* forward primer: 5’-AAGTCCCGGAAGATCGCCA-3’ and reverse primer: 5’-GGTTGGATCGTAGGAATCAACAA-3’

*Prkaa1* forward primer: 5’-GTCAAAGCCGACCCAATGATA-3’ and reverse primer: 5’-CGTACACGCAAATAATAGGGGTT-3’

#### Quantification of m^1^A levels by LC-MS/MS

Adding buffer, S1 nuclease, Alkaline Phosphatase and Phosphodiesterase I into 1 μg RNA, then the mixture was incubated at 37°C. After the RNA was digested into nucleosides completely, the mixture was extracted with chloroform. The resulting aqueous layer was collected for analysis with LC-ESI-MS/MS. The sample extracts were analyzed using an UPLC-ESI-MS/MS system (UPLCˈ ExionLC™ ADˈ https: //sciex.com.cn/; MSˈ Applied Biosystems 6500 Triple Quadrupole, https://sciex.com.cn/). The analytical conditions were as follows, LC: column, Waters ACQUITY UPLC HSS T3 C18 (1.8 µm, 2.1 mm × 100 mm); solvent system, water (2 mM NH4HCO3): methanol (2 mM NH4HCO3); gradient program, 95:5 V/V at 0 min, 95:5 V/V at 1 min, 5:95 V/V at 9 min, 5:95 V/V at 11 min, 95:5 V/V at 11.1 min, 95:5 V/V at 14 min; flow rate, 0.30 mL/min; temperature, 40 °C; injection volume: 10 μL. The effluent was alternatively connected to an ESI-triple quadrupole-linear ion trap (QTRAP)-MS. Linear ion trap (LIT) and triple quadrupole (QQQ) scans were acquired on a triple quadrupole-linear ion trap mass spectrometer (QTRAP), QTRAP® 6500 + LC-MS/MS System, equipped with an ESI Turbo Ion-Spray interface, operating in positive ion mode and controlled by Analyst 1.6.3 software (Sciex). The ESI source operation parameters were as follows: ion source, ESI + ; source temperature 550 °C; ion spray voltage (IS) 5500 V; curtain gas (CUR) was set at 35 psi, respectively. RNA modifications were analyzed using scheduled multiple reaction monitoring (MRM). Data acquisitions were performed using Analyst 1.6.3 software (Sciex). Multiquant 3.0.3 software (Sciex) was used to quantify all metabolites. Mass spectrometer parameters including the declustering potentials (DP) and collision energies (CE) for individual MRM transitions were done with further DP and CE optimization. A specific set of MRM transitions were monitored for each period according to the metabolites eluted within this period.

#### Dot blot assay

Total RNA was extracted by TRIZOL (Invitrogen). Purified tRNA was quantified and diluted in 10 mM Tris-EDTA buffer. 100–200 ng RNA were denatured at 75 °C for 5 min and loaded to positively charged nylon membrane. The membrane was UV-crosslinked with 2400 J/cm2 twice and then probed with anti-m^1^A antibody, followed with HRP-conjugated secondary antibody staining and ECL detection.

#### Single cell RNA-seq and analysis

For sorted LSK cells from *Trmt6*^+/+^ or *Trmt6*^-/-^ BM, single cells were captured in droplet emulsions using a Chromium Controller (10X Genomics), and scRNA-seq libraries were constructed by following the 10X Genomics protocol using Chromium Single Cell 3’ Reagent Kits v3. Raw sequencing data were converted to fastq format using the command ‘cellranger mkfastq’ (10x Genomics, v.6.0.0). scRNA-seq reads were aligned to the GRCm38 (mm10) reference genome and quantified using ‘cellranger count’ (10x Genomics, v.6.0.0). Count data was further processed using the ‘Seurat’ R package (v. 4.1.1). Genes detected in less than 3 cells were excluded, and cells were required to have >200 and not too many genes ( <4000 for *Trmt6* WT and <4500 for *Trmt6* cKO mice), not too many mapped reads mapping to mitochondrial genes ( <10% for *Trmt6* WT and <5% for *Trmt6* cKO mice), less than 5% of mapped reads mapping to hemoglobin genes. ‘DoubletFinder’ R package (v.2.0.2) was used to find and remove doublets. After the above filtering, 8450 and 8650 cells were obtained for *Trmt6* WT and *Trmt6* KO samples, respectively. Data were normalized by Seurat’s ‘NormalizeData’ function. For cell type annotation, the Sonia Nestorowa et al. data was downloaded and Spearman’s association test was performed between our single cell population and stem/progenitor cell population in Sonia Nestorowa et al. article with SingleR R package, the SingleR score was used as an indicator of the similarity between our single cell data and the Sonia Nestorowa et al. data. Gene expression signatures for each cell type were calculated using the Seurat’s ‘FindAllMarkers’ function by looking at genes detected in a minimum of 10% of cells and with higher expression level (log2FC ≥ 0.25) in one cell type versus in other cells. Cells were assigned to either ‘G2/M’ phase or ‘S’ phase using the CellCycleScoring function of the Seurat package according to previously defined cell cycle genes specific to either G2/M phase or S phase. Cells expressing none of these genes were assigned to ‘G1’ phase. Proliferation scores were calculated by averaging expression of known proliferation-related genes using the Average Expression function in Seurat. The proliferation-related genes are *Aurka, Bub1, Ccnb1, Ccnd1, Ccne1, Dek, Fen1, Foxm1, H2afz, Hmgb2, Mcm2, Mcm3, Mcm4, Mcm5, Mcm6, Mki67, Mybl2, Pcna, Plk1, Top2a, Tyms, Zwint*. The difference of proliferation score between *Trmt6*^-/-^ and *Trmt6*^+/+^ cells of each type was tested using two-sided Wilcoxon rank sum test.

Data of two samples were integrated using 3000 features after normalization individually by Seurat’s ‘SCTransform’ function with parameter ‘vars.to.regress’ set as percentage of mitochondrial read count and the difference between cell cycle scores of ‘S’ and ‘G2/M’ phases. Principal component analysis (PCA) was performed, nearest neighbors were computed on the basis of the first 30 dimensions. Uniform manifold approximation and projection (UMAP) analysis was performed also on the basis of the first 30 dimensions using ‘RunUMAP’ function in Seurat with default parameter settings. To identify genes whose expression are affected by *Trmt6* depletion for each cell type, differentially expressed genes between KO and WT cells of each type were identified by Seurat’s ‘FindMarkers’ function. Gene Set Enrichment Analysis (GSEA) were performed using clusterProfiler’s ‘GSEA’ function on genes ranked by log2-transformed fold change of gene expression in *Trmt6*-KO cells. The mouse-ortholog hallmark gene sets downloaded from MSigDB (https://www.gsea-msigdb.org/gsea/msigdb) and signature genes for proliferation and quiescence were obtained from published data. The GSVA score of hallmark gene set ‘mTORC1 signaling’ were calculated using R package GSVA’s ‘gsva’ function. To analyze intercellular communication, CellphoneDB (v4.0.0) was used to identify significant ligand-receptor pairs with *P* values < 0.05 for receptors and ligands expressed by more than 15% of cells of each cell type.

#### tRNA-Seq library construction

The tRNASeq libraries were prepared using the mim-tRNAseq workflow^66,67^. Briefly, the RNA samples were decylated by in Tris-Cl (PH9), followed by dephosphorylation with T4 PNK (NEB, M0201S) and ethanol precipitation. The RNA samples were separated on 10% TBE-Urea PAGE gel. RNA of 60–100 nt in length was recovered by gel excision and elution from gel slices, followed by ethanol precipitation. The gel-purified tRNA was then ligated to the preadenylated barcoded 3′-aptamer using T4 RNA Ligase 2, truncated KQ (NEB, M0373L). The mix was incubated for 3 h at 25 °C and the ligation products were purified by size selection on a 10% TBE-Urea PAGE gel. The aptamer-conjugated tRNA (100 ng) was ligated to 1 µl of a 1.25 µM RT primer (5′-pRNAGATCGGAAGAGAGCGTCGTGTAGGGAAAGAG /iSp18/GTGACTGGAGTTCAGACGTGTGTGCTC-3′). Anneal at 82 °C for 2 min, then incubate at 25 °C for 5 min. Incubate with 500 nM TGIRT in 50 mM Tris-HCl pH 8.3, 75 mM KCl, 3 mM MgCl2, 5 mM DTT, and 20 U Superase In solution at 22 °C for 30 min; reverse transcription was performed with the addition of 1.25 mM dNTPs, and the incubation was performed at 42 °C for 16 h. After reverse transcription, NaOH was added to a final concentration of 0.1 M and the RNA was hydrolyzed by incubating the samples for 5 min at 90 °C. Complementary DNA products and unextended primers were separated on a 10% TBE-Urea PAGE gel. Gel-purified and ethanol-precipitated cDNA was incubated with CircLigase ssDNA ligase (Lucigen) in 1×reaction buffer, 1 mM ATP, 50 mM MgCl2 and 1 M betaine for 3 hours at 60 °C. The enzyme was inactivated at 80 °C for 10 min, and one-fifth of the cyclized cDNA was used directly for library construction PCR with a common forward(5′-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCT∗C-3′) and unique indexed reverse primers (5′-CAAGCAGAAGACGGCA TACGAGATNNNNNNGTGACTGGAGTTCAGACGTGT∗G-3′; NNNNNN, the reverse complement of an Illumina index sequence) with KAPA HiFi DNA polymerase (Roche) in 1×GC buffer with an initial denaturation at 95 °C for 3 min, followed by five cycles of 98 °C for 20 s, 62 °C for 30 s and 72 °C for 30 s at a ramp rate of 3 °C/ sec. The PCR product was purified with a DNA Clean and Concentrator 5 kit (Zymo Research) and analyzed with a Qubit dsDNA HS kit (Thermo Fisher Scientific, Q32851). The PCR products were purified with a DNA Clean and Concentrator 5 kit (Zymo Research), quantified with a Qubit dsDNA HS kit (Thermo Fisher Scientific, Q32851), and sequenced on the Illumina Novaseq 6000 platform.

#### mim-tRNA-seq data analysis

Read demultiplexing and adapter trimming performed with cutadapt (v2.5), where bases were quality trimmed from 5’ and 3’ ends using a phred score cutoff of 30. Only trimmed reads were retained and reads shorter than 10 bases were discarded. An additional round of trimming was performed to remove 5’-RN nucleotides introduced by circularization from the RT primer. Reads were processed with the mim-tRNAseq computational pipeline using the common parameters --species Mmus --cluster-id 0.97 --threads 15 --min-cov 0.0005 --max-mismatches 0.075 --local-modomics --max-multi 4 --remap --remap-mismatches 0.05.

#### Ribo-seq sequencing

Cell lysates were treated with non-specific nucleic acid nuclease RNase I. Monomers were separated by size exclusion chromatography using a MicroSpinS-400HR column. Prior to PAGE purification of relatively short (20-38 nt) RPFs, RRNA samples were treated with an RRNA Decontamination Kit (Qiagen) to remove as much RRNA contamination as possible. After library construction (Multiplex Small RNA Library Prep Set for Illumina (Set1), NEB), the concentration of the libraries was measured with a Qubit® 2.0 fluorometer and adjusted to 1 ng/μL. The insertion of the obtained libraries was detected using an Agilent 2100Bioanalyzer, and finally the DNA libraries were detected again using a qPCR to detect the exact concentration of the DNA library again. After library preparation and pooling of different samples, the samples were subjected to luciferase sequencing.

#### Bulk RNA-seq data analysis

Raw reads downloaded from SRA were filtered using fastp (v0.23.2, default parameters) and mapped to mm10 using HISAT2 (v2.2.1), with parameters “--rna-strandness RF” for stranded RNA-seq data. Read counts per gene were calculated using featureCounts (v2.0.3). Differential expression analyses were performed using DESeq2 (v1.34.0).

#### Codon-switch assay

The coding DNA sequences of *WT-Tsc1* and *Mut-Tsc1* were constructed into a pLV-SFFV-IRES-eGFP plasmid. Lentivirus was produced in 293 T cells using the standard protocols. Transfection was performed using X-tremeGENE HP DNA Transfection Reagent (Roche). Purified WT and *Trmt6*^-/-^ HSCs were activated in a 96-well plate for 12 h and then infected with the packaged lentivirus by spinning at 1000 g for 90 min. Cells were collected for immunoblot analysis and single clone formation analysis 48 h after infection at 37 °C.

#### Quantification and statistical analysis

All data represent mean ± SD. The unpaired parametric Two-tailed t-test and one-way ANOVA were utilized to determine statistical significance; *P* values less than 0.05 were considered significant. The survival curve was analyzed using a log-rank (Mantel-Cox) test.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The scRNA-seq and mim-tRNAseq data generated in this study have been deposited in the GEO database under accession code GSE252914. Other single cell or bulk RNA-seq data of hematopoietic cells were downloaded from GEO database under accession code GSE116530, GSE151799, GSE143655, GSE59114 and SRA database under accession PRJNA717283. Source data are provided in this paper.

# Supplementary material for: tRNA m1A modification regulate HSC maintenance and self-renewal via mTORC1 signaling
**Source:** Nat Commun. 2024 Jul 8;15:5706. doi: 10.1038/s41467-024-50110-9
**Supplement:** Supplementary file 1 — Supplementary Information

**a** GSE116530

Expression of *Tmrt6*

Cell type

**b** GSE116530

Days post transplantation

Expression of *Tmrt6* in donor derived cells

**c** PRJNA17283

Log<sub>2</sub> fold-change of *Tmrt6* expression in HSCs

Time after 5-Fu treatment

**d** GSE151799

Log<sub>2</sub> fold-change of *Tmrt6* expression in HSCs

Time after ionizing radiation

**e** GSE143655

Log<sub>2</sub> fold-change of *Tmrt6* expression in HSCs

Time of LPS stimulation

**f** GSE59114

Expression of *Tmrt6* in HSCs

Cell type

Age

**g** GSE116530

Expression of *Tmrt61a*

Cell type

**h** GSE116530

Days post transplantation

Expression of *Tmrt61a* in donor derived cells

**i** PRJNA17283

Log<sub>2</sub> fold-change of *Tmrt61a* expression in HSCs

Time after 5-Fu treatment

**j** GSE151799

Log<sub>2</sub> fold-change of *Tmrt61a* expression in HSCs

Time after ionizing radiation

**k** GSE143655

Log<sub>2</sub> fold-change of *Tmrt61a* expression in HSCs

Time of LPS stimulation

a. Violin plot showing expression of *Trmt6* in mouse hematopoietic cells (GSE116530).

- b. Ridgeline plot showing expression change of *Trmt6* in mouse HSCs after transplantation (GSE116530).
- c. Bar graph showing expression changes of *Trmt6* in mouse HSCs several hours or days after 5-FU treatment (PRJNA717283).
- d. Bar graph showing expression changes of *Trmt6* in mouse HSCs several hours after ionizing radiation (GSE151799).
- e. Bar graph showing expression changes of *Trmt6* in mouse HSCs after LPS stimulation (GSE143655).
- f. Violin plot comparing expression of *Trmt6* between HSCs of young and old mice (GSE59114).
- g. Violin plot showing expression of *Trmt6la* in mouse hematopoietic cells (GSE116530).
- h. Ridgeline plot showing expression change of *Trmt6la* in mouse HSCs after transplantation (GSE116530).
- i. Bar graph showing expression changes of *Trmt6la* in mouse HSCs several hours or days after 5-FU treatment (PRJNA717283).
- j. Bar graph showing expression changes of *Trmt6la* in mouse HSCs several hours after ionizing radiation (GSE151799).
- k. Bar graph showing expression changes of *Trmt6la* in mouse HSCs after LPS stimulation (GSE143655).

In c-e and i-k, \*\*\*, adjusted p value < 0.001; \*\*, adjusted p value < 0.01; \*, adjusted p value < 0.05.

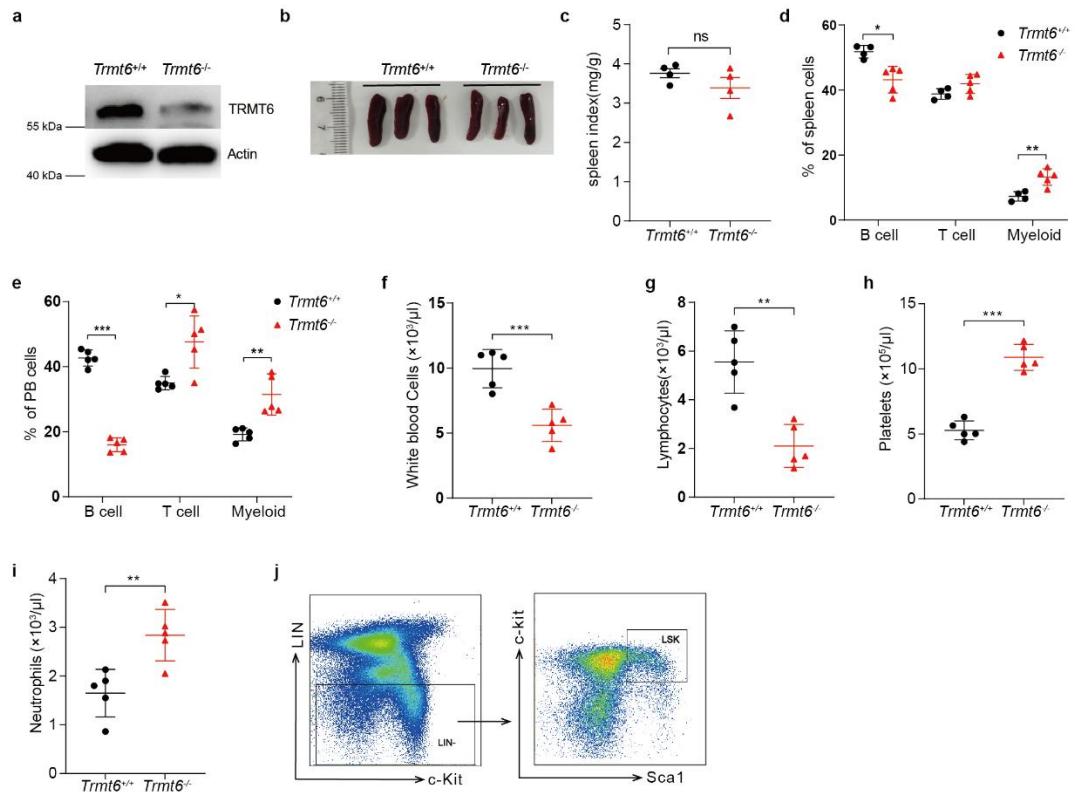

Figure S2. Characterization of *Mx1-Cre Trmt6* conditional KO mice.

- Western blotting analysis of TRMT6 expression in LSK (Lin<sup>-</sup>c-Kit<sup>+</sup>Sca-1<sup>+</sup>) cells from *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> mice; β-Actin was used as a loading control.
- Representative photograph of spleens from *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> mice. n=5 mice per genotype.
- Spleen index from *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> mice. n=5 mice per genotype.
- Frequency of myeloid cells (CD11b<sup>+</sup>), B cells, T cells in the spleens of *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> mice. n=5 mice per genotype.
- Frequency of myeloid cells (CD11b<sup>+</sup>), B cells, T cells in PB of *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> mice. n=5 mice per genotype.
- f-i. Complete blood count (CBC) parameters 1 week after polyI:C injection. n=5 mice per genotype.

j. Representative FACS graphs for sorting LSK cells (HSPCs).

Data represent the mean  $\pm$  SD from three independent experiments. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ . For all the above statistics, p-values were obtained using unpaired parametric two-tailed t-test. Exact P values are provided as Source Data.

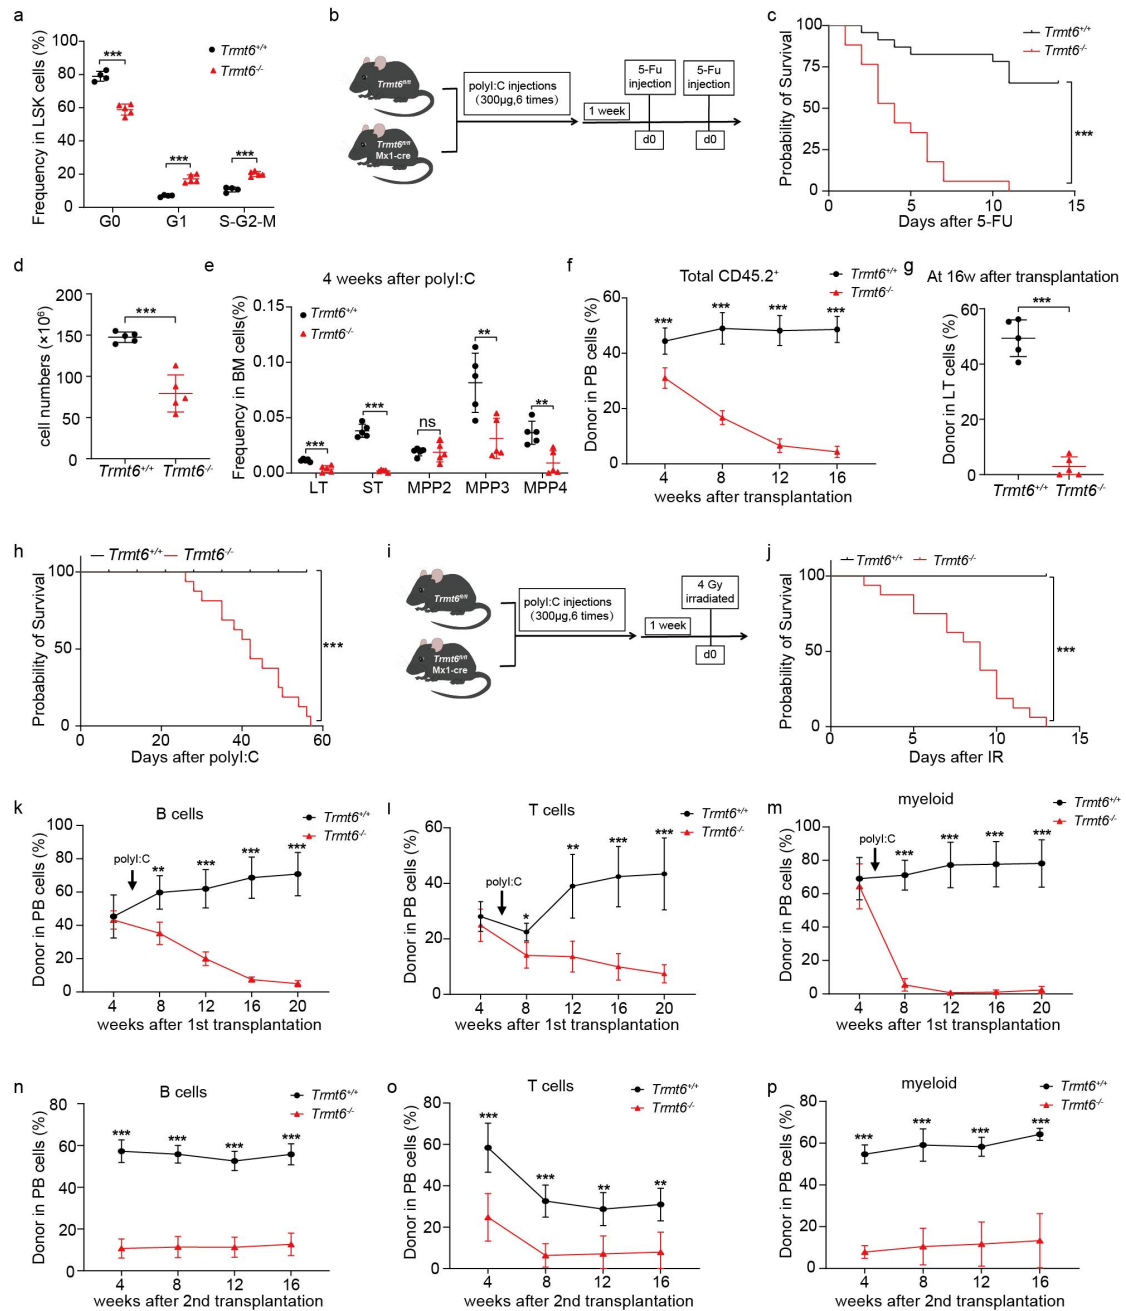

Figure S3 *Trmt6* is necessary to maintain the self-renewal and regenerative ability of hematopoietic stem cells

a. Frequency of the cell cycle distribution in  $Trmt6^{-/-}$  and  $Trmt6^{+/+}$  LSKs are shown. n=5 mice per genotype.

b-c. Experimental scheme and survival curve of  $Trmt6^{-/-}$  (n=17 mice) and  $Trmt6^{+/+}$  (n=23 mice) mice following sequential 5-FU treatment.

- d. Whole bone-marrow cellularity of *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> mice (n=5 mice per genotype).
- e. Proportion of LT, ST, MPP2, MPP3, MPP4 in the bone marrow of mice 4 weeks after polyI:C injection.
- f. Sorted *Trmt6*<sup>+/+</sup> and *Trmt6*<sup>-/-</sup> mice (CD45.2<sup>+</sup>) LT-HSC were mixed with CD45.1<sup>+</sup> bone marrow cells and transplanted into recipient mice (CD45.1<sup>+</sup>), and the percentage of CD45.2<sup>+</sup> cells in the peripheral blood was examined at 4-16 weeks.
- g. Proportion of donor-derived (CD45.2<sup>+</sup>) cells in LT-HSC at 16 weeks post-transplantation
- h. Survival curve of *Mx1-Cre;Trmt6*<sup>fl/fl</sup> (*Trmt6*<sup>-/-</sup>) mice (n=18 mice) and control mice(n=19 mice) after polyI:C injection.
- i-j. Experimental scheme and survival curve of *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> mice following 4Gy irradiated (n=16 mice per group).
- k-m. Percentage of donor-derived B cells, T cells and myeloid cells at the indicated time points in the first competitive transplantation. *Trmt6*<sup>+/+</sup>, n=4 mice and *Trmt6*<sup>-/-</sup> mice, n=5 mice.
- n-p. Percentage of donor-derived B cells, T cells and myeloid cells at the indicated time points in the secondary competitive transplantation, n=5 mice per genotype.

Data represent the mean  $\pm$  SD from three independent experiments. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ . For all the above statistics,  $P$  values were obtained using unpaired parametric two-tailed t-test. Exact  $P$  values are provided as Source Data.

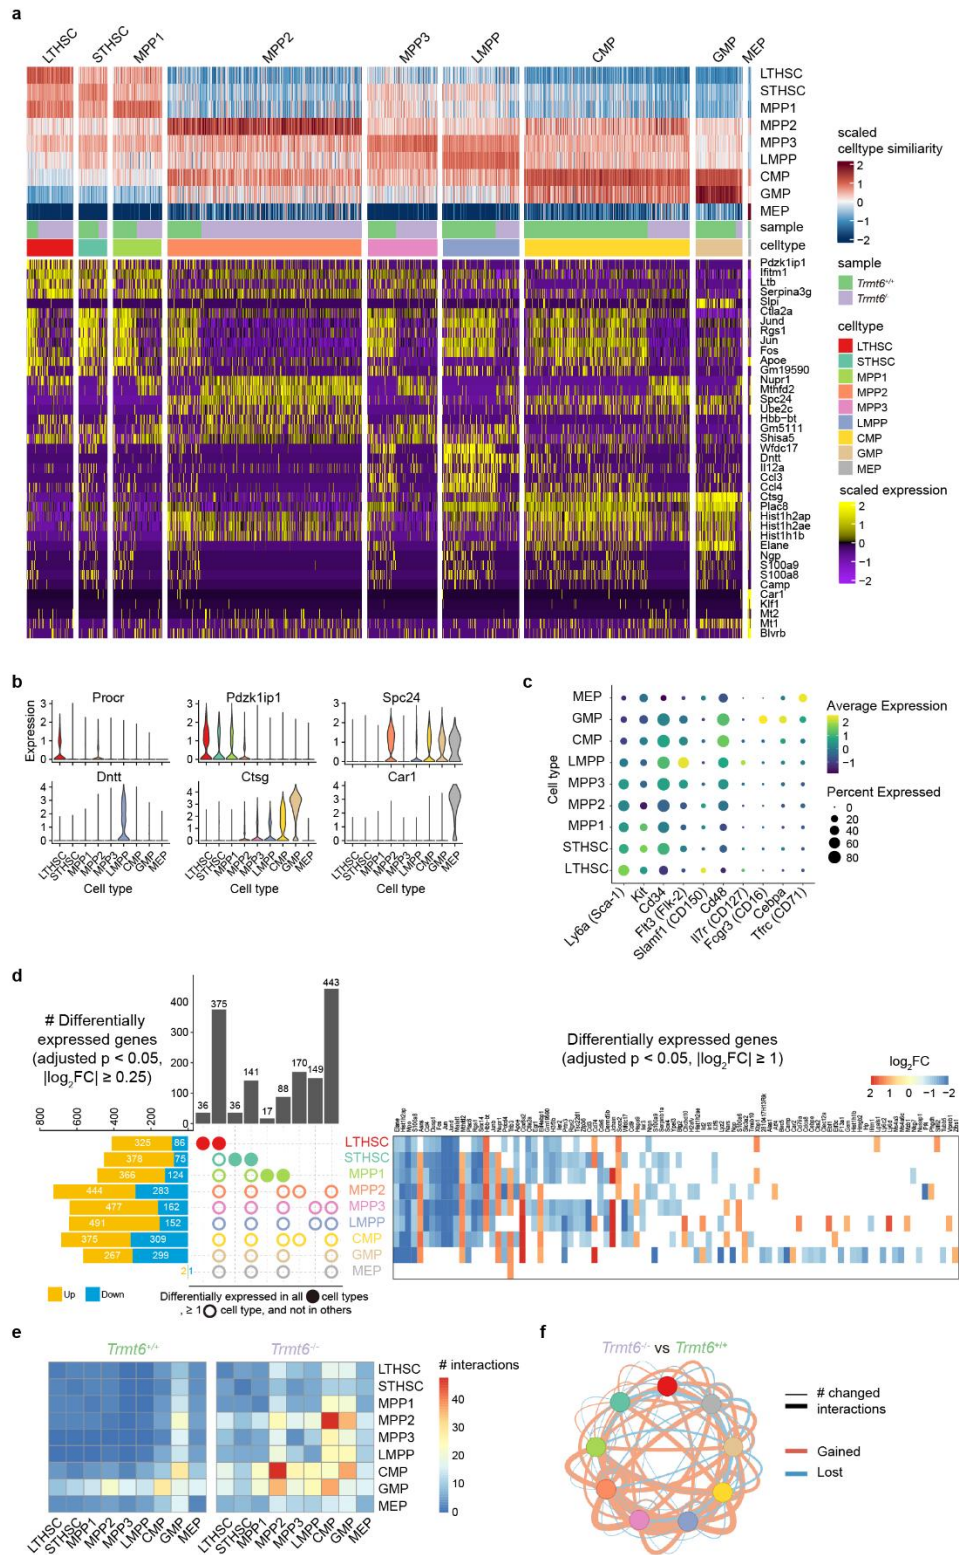

Figure S4. scRNA-seq reveals dysregulation of genes and over-activation of cell-cell communication upon *Trmt6* knockout.

- a. Heat map of top signature gene expression for each cell populations annotated with Nestorowa *et al.* data. Scaled cell type similarity scores to Nestorowa *et al.* data are annotated on top.
- b. Violin plot showing the expression of selected genes which specifically highly expressed in one or few cell populations.
- c. Dot plot showing the expression of known markers of HSPCs.
- d. Differentially expressed genes in each cell population between *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> mice. Left: Bar graphs showing the number of up- and down-regulated genes upon *Trmt6* depletion in each cell population identified with a more relax threshold and the size of overlap among them. Right: heatmap differentially expressed genes upon *Trmt6* depletion in each cell population identified with a more stringent threshold.
- e. Heatmaps showing the number of interaction pairs between indicated bone marrow cell populations in *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> mice. The color key indicates the interaction counts.
- f. A network showing the changes in cell-cell interactions across all cell populations in *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> mice. The width of the lines indicates the changed interaction counts, and gained and lost interaction are presented in orange and blue, respectively.

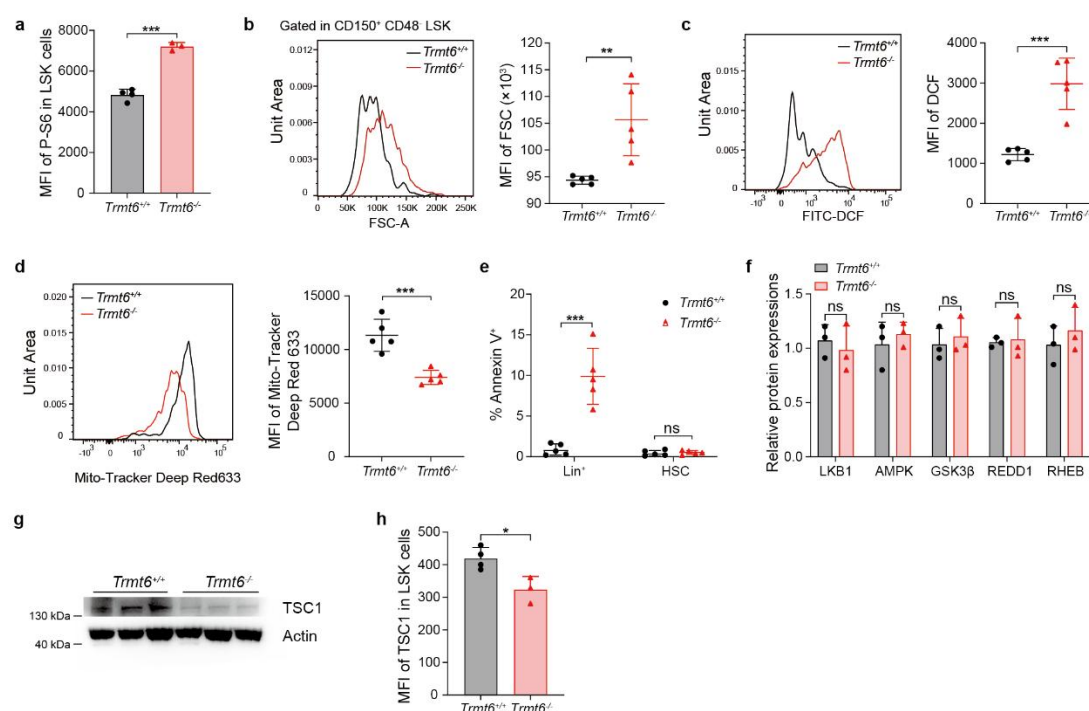

Figure S5. *Trmt6*<sup>-/-</sup> HSC shows the molecular features of mTOR activation and ROS production.

- Median fluorescence intensity analysis of p-S6 levels in the LSKs of *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> mice. n=5 mice per genotype.
- Flow analysis of FSC changes in HSC (CD150<sup>+</sup>CD48<sup>-</sup> LSK) peak plot (left) and statistical plot (right). n=5 mice per genotype.
- Flow analysis of HSC (CD150<sup>+</sup>CD48<sup>-</sup> LSK) with peak ROS changes (left) and statistical plots (right). n=5 mice per genotype.
- Flow analysis of CD150<sup>+</sup>CD48<sup>-</sup> LSK with peak mitochondrial membrane potential changes (left) and statistical plots (right). n=5 mice per genotype.
- Proportion of Annexin V<sup>+</sup> cells of *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> mice one week after polyI:C injection. n=5 mice per genotype.

- f. The relative protein levels of LKB1, AMPK, GSK3 $\beta$ , REDD1 and RHEB in *Trmt6*<sup>-/-</sup> LT-HSCs vs. *Trmt6*<sup>+/+</sup> LT-HSCs are shown. n=5 mice per genotype.
- g. TSC1 protein expression in *Trmt6*<sup>+/+</sup> and *Trmt6*<sup>-/-</sup> HSPCs.
- h. Median fluorescence intensity analysis of TSC1 levels in the LSKs of *Trmt6*<sup>-/-</sup> (n=3 mice) and *Trmt6*<sup>+/+</sup> (n=4 mice) mice.

Data represent the mean  $\pm$  SD from three independent experiments. ns,  $P$  value  $\geq$  0.05; \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ . For all the above statistics,  $P$  values were obtained using unpaired parametric two-tailed t-test. Exact  $P$  values are provided as Source Data.

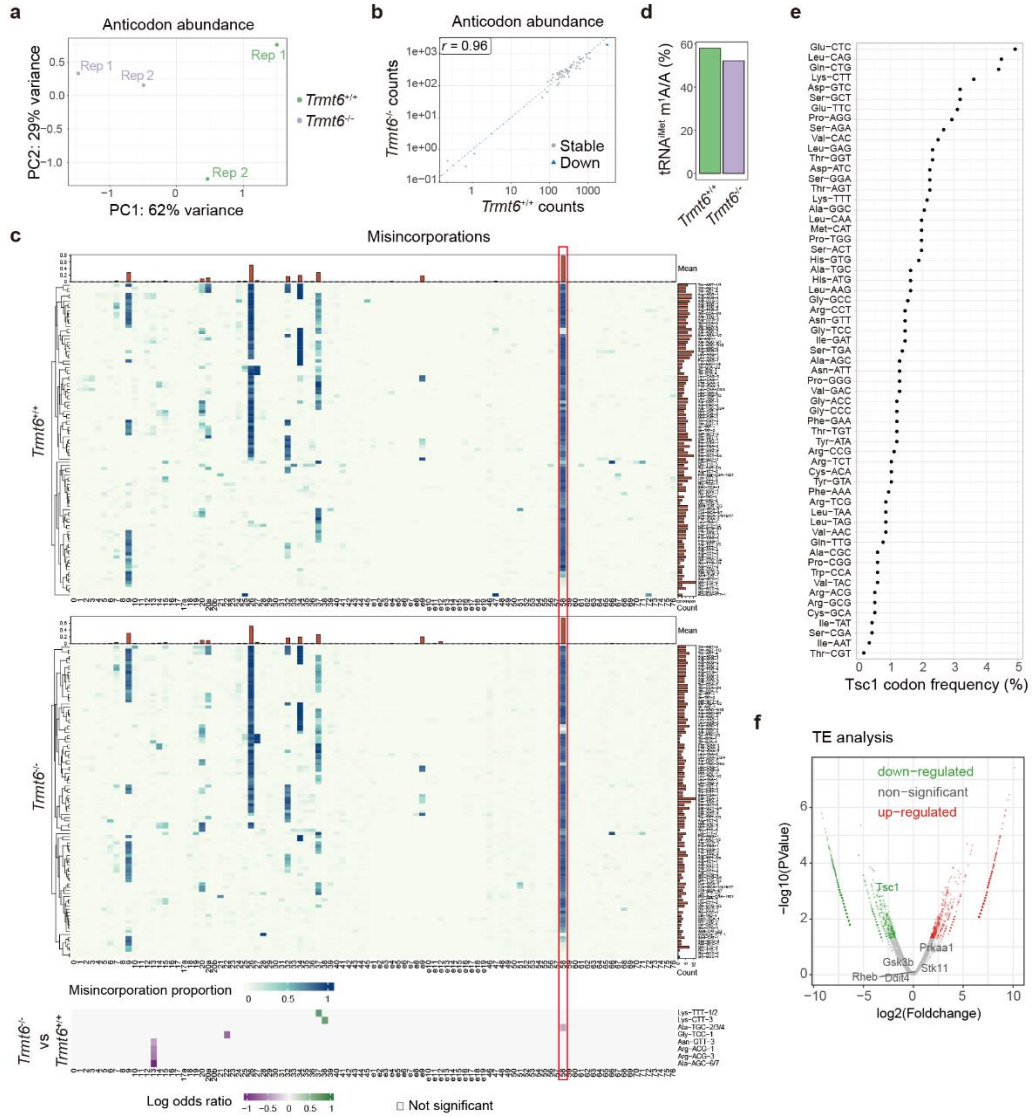

Figure S6 TRMT6-mediated tRNA modification promotes *Tsc1* translation.

- PCA plot of tRNA expression detected by mim-tRNA-seq in *Trmt6*<sup>+/+</sup> and *Trmt6*<sup>-/-</sup> HSPCs.
- Scatter plot of tRNA expression detected by mim-tRNA-seq in *Trmt6*<sup>+/+</sup> and *Trmt6*<sup>-/-</sup> HSPCs. 

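In a principal component analysis of log2 CPM over the 85 anticodons, PC1 carried 53.7% of the variance and PC2 34.1%. PC1 set the shallow library apart, with a score of -3.99 for *Trmt6*+/+ replicate 2 against 0.391 for *Trmt6*+/+ replicate 1, 2.19 for *Trmt6*-/- replicate 1 and 1.42 for *Trmt6*-/- replicate 2. On PC2 the scores were 3.21 and -0.863 for the *Trmt6*+/+ libraries and -1.79 and -0.551 for the *Trmt6*-/- libraries. PC1, but not PC2, also placed both *Trmt6*-/- libraries on the same side of both *Trmt6*+/+ libraries. On neither component were the genotype means farther apart than the *Trmt6*+/+ replicates. The regularized log moved these shares most, to 60.7% and 26.7%. Across the 71 anticodons above 0 in both genotypes, Pearson's r of the log10 mean CPM was 0.980. This is a correlation across anticodons, which are not independent replicates. Between single libraries r was 0.950 for the *Trmt6*+/+ replicates, 0.978 for the *Trmt6*-/- replicates and from 0.944 to 0.976 between genotypes.

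Of the 69 anticodons tested, 6 had an adjusted p under 0.05 and 13 an unadjusted p under 0.05. All 6 were lower in *Trmt6*-/- in each of the 4 pairs of a *Trmt6*-/- with a *Trmt6*+/+ library, a separation that has an exact permutation p of 0.333 for a single anticodon. Phe-GAA, the anticodon with the highest mean count over the 4 libraries, fell from 142484 ± 10117 CPM in *Trmt6*+/+ to 78509.6 ± 11546 in *Trmt6*-/- (SD, n = 2 each), a log2 fold change of -0.86 (standard error 0.22, adjusted p = 0.00904 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cys-GCA had a log2 fold change of -0.91 (standard error 0.24, adjusted p = 0.00904 from the same test). Leu-CAA (-0.81), Ser-GCT (-0.78), mitochondrial Phe-GAA (-0.76) and Tyr-GTA (-0.67) had adjusted p-values from 0.0178 to 0.0423 in the same test. Tyr-GTA had 133313 ± 11841 CPM in *Trmt6*+/+ and 83386 ± 22899 CPM in *Trmt6*-/- (SD, n = 2 each), and in both genotypes its mean differed from that of Phe-GAA by less than the spread between replicates. With library size as the only scaling, 0 anticodons passed the threshold, 21 had an unadjusted p under 0.05 and the smallest adjusted p was 0.0730, with all 6 still below 0. With each library left out in turn, the log2 fold change of Phe-GAA lay between -1.02 and -0.72. The other called anticodons also stayed below 0, from -1.07 to -0.77 for Cys-GCA and from -0.90 to -0.72 for Leu-CAA. The ranges were wider for Ser-GCT (-1.07 to -0.46), mitochondrial Phe-GAA (-1.17 to -0.48) and Tyr-GTA (-0.99 to -0.42). The paper reports a changed mix of cell types in *Trmt6*-/- HSPCs from its single-cell data. Counts over all cells of a sample do not separate such a change from a change within cells. Summed by amino acid, 4 of the 42 families passed the threshold, which were Phe, Cys, Tyr and Ser. Of the 123 isodecoders tested, 0 passed it, and 19 had an unadjusted p under 0.05. The isodecoders named in Fig. 3c also stayed above the threshold, with log2 fold changes of -0.57 for Arg-ACG-1, -0.43 for Lys-TTT-1/2, -0.38 for Arg-ACG-3, -0.10 for Asn-GTT-3, 0.13 for Gly-TCC-1 and 0.27 for Lys-CTT-3. Of these, Lys-TTT-1/2 and Gly-TCC-1 changed direction when a library was left out, to 0.51 and -0.18, and Asn-GTT-3 with library size only, to 0.12. Mitochondrial tRNAs took 6.15% ± 0.754 of the counts in *Trmt6*+/+ and 6.54% ± 0.872 in *Trmt6*-/- (SD, n = 2 each), a difference within the spread between replicates (exact two-sided permutation test, p = 0.667).

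**Figure D3:**
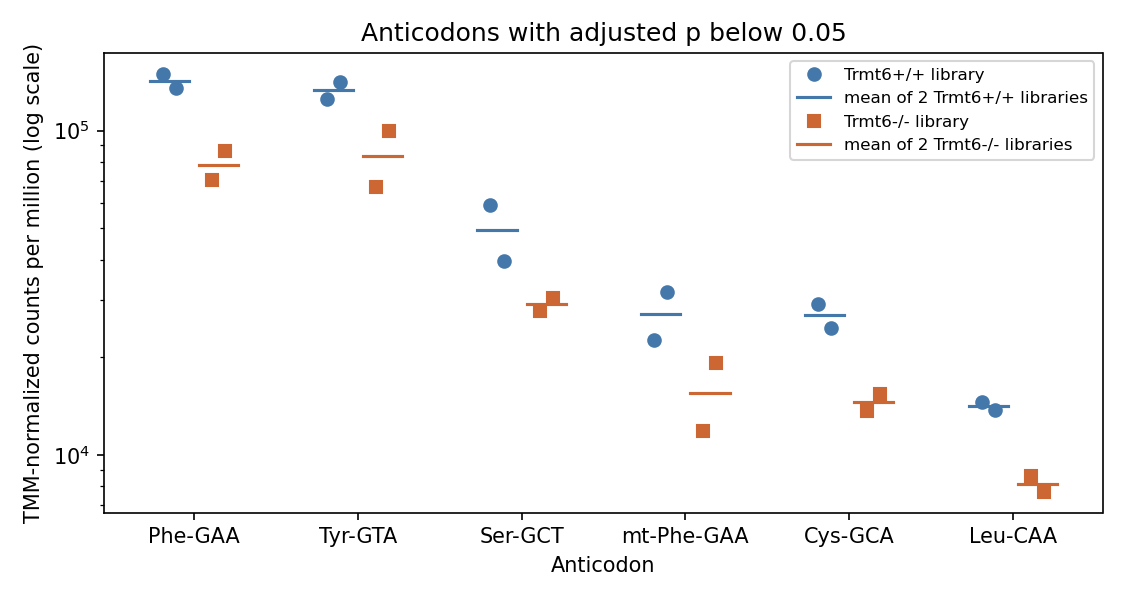
TMM-normalized CPM (y axis, log scale) of the 6 anticodons with an adjusted p under 0.05, for each *Trmt6*+/+ library (circles) and each *Trmt6*-/- library (squares), with the mean of each genotype as a line. Both squares lie below both circles for each anticodon; Phe-GAA has means of 142484 and 78509.6.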

Grey and blue indicate stable and down-regulated expression in *Trmt6*<sup>-/-</sup> HSPCs, respectively.  $r$ , Pearson correlation efficient.
- Heatmap of modification level per tRNA transcript in *Trmt6*<sup>+/+</sup> (top) and *Trmt6*<sup>-/-</sup> (middle) HSPCs and their changes (bottom) detected by mim-tRNA-seq. (n = 2;

top bar graph, mean misincorporation per position; right bar graph, number of sites per transcript with detectable misincorporation signatures in  $\geq 10\%$  of reads spanning that position).

- d. mim-tRNA-seq detection of the m<sup>1</sup>A58 modification level of tRNA<sup>iMet</sup> in *Trmt6*<sup>+/+</sup> and *Trmt6*<sup>-/-</sup> HSPCs. n = 2 biologically independent samples.
- e. The codon frequency of mouse *Tsc1* mRNA.
- f. TE (FPKM in Ribo-Seq divided by FPKM in input RNA sequencing) analysis of mRNA translation between *Trmt6*<sup>+/+</sup> and *Trmt6*<sup>-/-</sup> HSPCs.

Figure S7. *Tsc1* translation is enhanced by tRNA-m<sup>1</sup>A58 modification

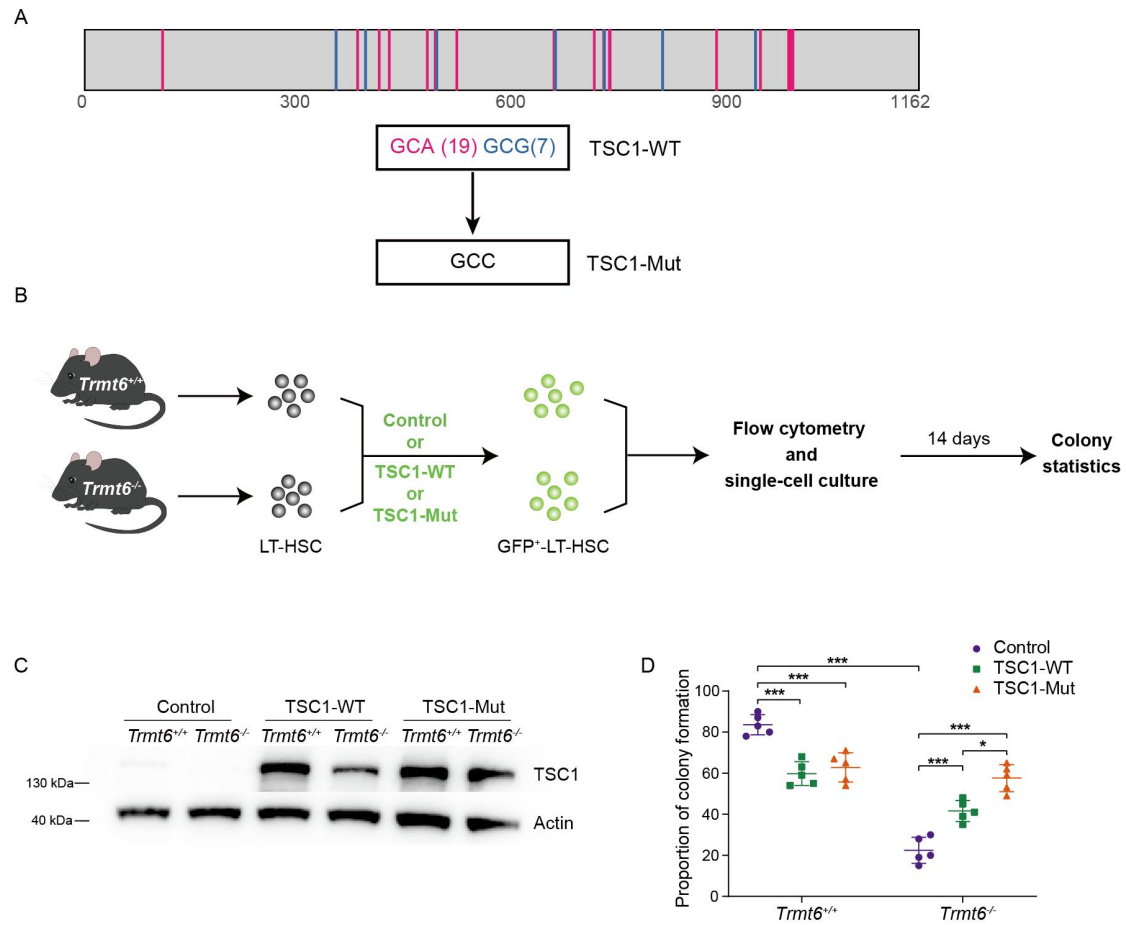

Figure S7. *Tsc1* translation is enhanced by tRNA-m<sup>1</sup>A58 modification

- Schematic diagram of the *Tsc1* codon-switch assay.
- Lentivirus-mediated expression of TSC1-WT and TSC1-mutant (TSC1-Mut) in *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> HSCs.
- Protein levels of TSC1 were quantified by immunoblotting. Representative data of two independent experiments are shown.
- LT-HSCs were sorted from (B) and assessed by the CFU assays. Colonies were counted 12 days later. n=5 mice per genotype. Data represent the mean  $\pm$  SD from three independent experiments. ns,  $P$  value  $\geq 0.05$ ; \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ;

\*\*\*,  $p < 0.001$ . The  $P$  values were obtained using one-way ANOVA followed Dunnett's multiple comparisons test. Exact  $P$  values are provided as Source Data.

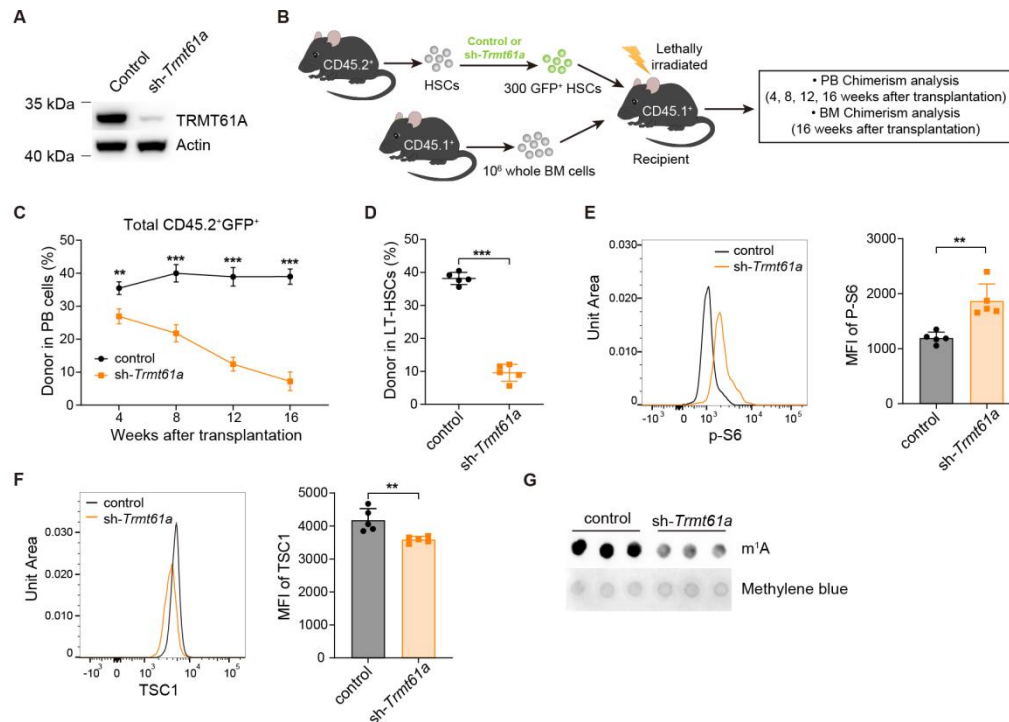

Figure S8. Characterization of *Trmt61a*-knockdown HSCs.

- Western blot assay for sh-*Trmt61a* knockdown efficiency.
- Experimental scheme for competitive transplantation with sh-*Trmt61a* or control lentivirus infected HSCs.
- The percentage of GFP<sup>+</sup> (sh-*Trmt61a* or control lentivirus infected HSCs) cells in the peripheral blood was examined at 4-16 weeks. n=5 mice per genotype.
- The percentage of GFP<sup>+</sup> cells in LT-HSC was detected 16 weeks after transplantation. n=5 mice per genotype.
- Flow cytometric analysis of p-S6 changes in GFP<sup>+</sup> cells in HSCs after infected sh-*Trmt61a* or control lentivirus 3 days, peak plots (left) as well as statistical plots (right). n=5 mice per genotype.

- f. Flow cytometric analysis of changes in TSC1 protein levels in GFP<sup>+</sup> cells in HSCs 3 days after infected sh-*Trmt61a* or control lentivirus, peak plots (left) as well as statistical plots (right). n=5 mice per genotype.
- g. Dot-blot analysis of changes in tRNA m<sup>1</sup>A modification levels in GFP<sup>+</sup> cells in LSK 4 days after infected sh-*Trmt61a* or control lentiviral.

Data represent the mean  $\pm$  SD from three independent experiments. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ . For all the above statistics,  $P$  values were obtained using unpaired parametric two-tailed t-test. Exact  $P$  values are provided as Source Data.

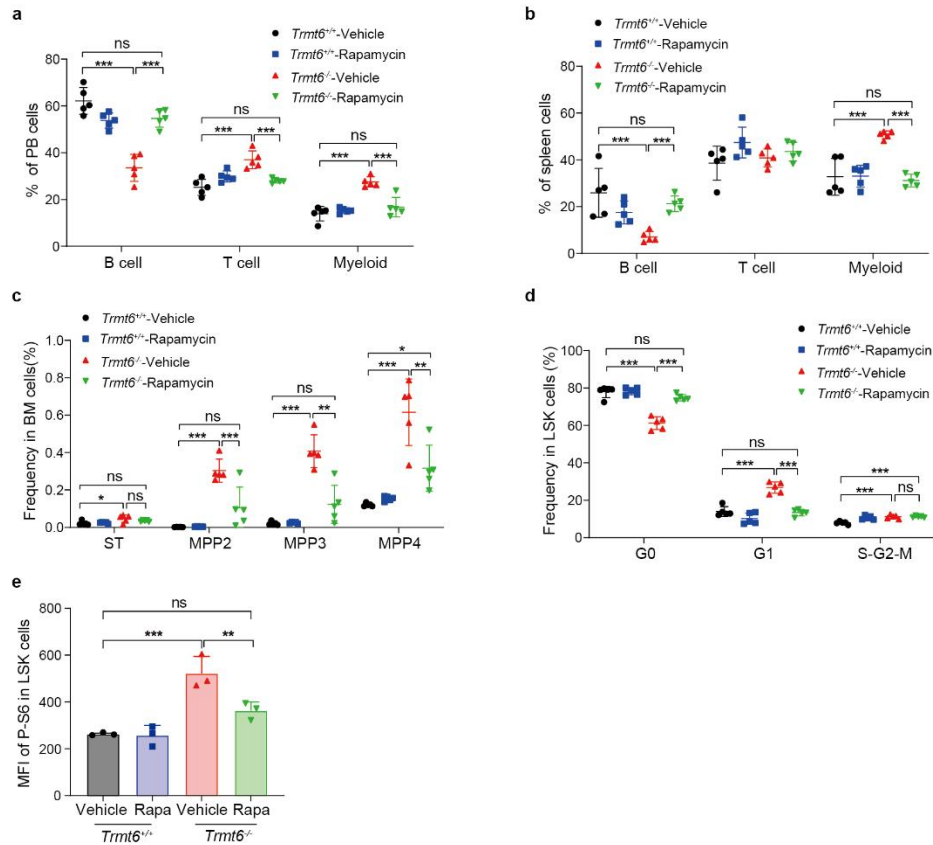

Figure S9 Rapamycin alleviates activation of mTORC1 and partially rescue the function of *Trmt6*-deficient HSCs

- Frequency of B cells, T cells, myeloid cells (CD11b<sup>+</sup>) in PB of *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> mice after mTOR inhibitor rapamycin treatment *in vivo*. n=5 mice per genotype.
- Frequency of B cells, T cells, myeloid cells (CD11b<sup>+</sup>) in spleen of *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> mice after mTOR inhibitor rapamycin treatment *in vivo*. n=5 mice per genotype.
- Frequency of ST-HSCs, MPP2, MPP3 and MPP4 in BM cells are shown after mTOR inhibitor rapamycin treatment *in vivo*. n=5 mice per genotype.
- Frequency of the cell cycle distribution in *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> LSKs are shown after mTOR inhibitor rapamycin treatment *in vivo*. n=5 mice per genotype.

- e. Median fluorescence intensity analysis of p-S6 levels in the LSKs of *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> mice after mTOR inhibitor rapamycin treatment *in vivo*. n=5 mice per genotype.

Data represent the mean  $\pm$  SD from three independent experiments. ns, *P* value  $\geq$  0.05; \*, *P*<0.05; \*\*, *P*<0.01; \*\*\*, *P*<0.001. For all the above statistics, *P* values were obtained using one-way ANOVA followed Dunnett's multiple comparisons test. Exact *P* values are provided as Source Data.

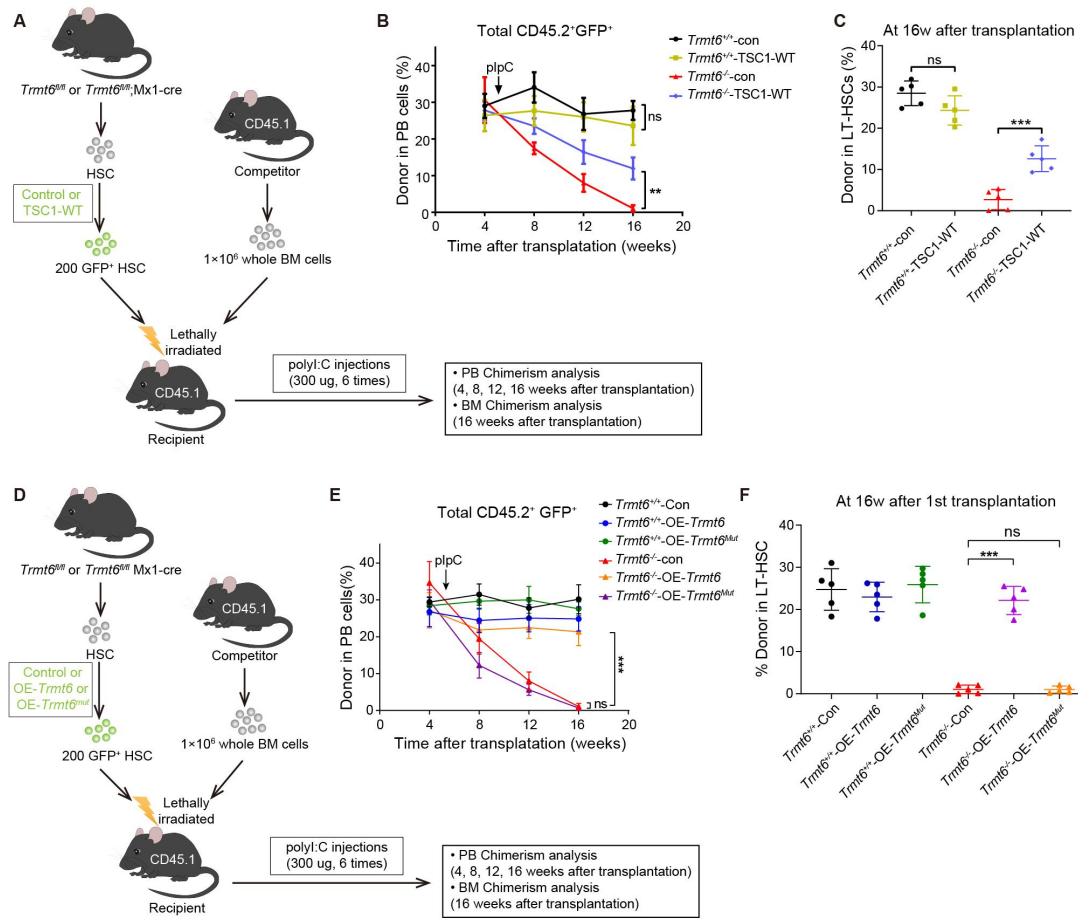

Figure S10. Overexpression (OE) of TSC1 and TRMT6 but not enzyme-dead TRMT6 partially rescued the function of *Trmt6*-deficient HSCs.

- Experimental scheme for competitive transplantation with OE-TSC1 in *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> HSCs.
- Proportion of donor-derived (CD45.2<sup>+</sup>) GFP<sup>+</sup> cells in peripheral blood 4-16 weeks after transplantation. n=5 mice per genotype.
- Proportion of donor-derived (CD45.2<sup>+</sup>) GFP<sup>+</sup> cells in LT-HSC at 16 weeks post-transplantation. n=5 mice per genotype.
- Experimental scheme for competitive transplantation with OE-*Trmt6* or OE-*Trmt6*<sup>Mut</sup> in *Trmt6*<sup>-/-</sup> and *Trmt6*<sup>+/+</sup> HSCs.

- e. Proportion of donor-derived (CD45.2<sup>+</sup>) GFP<sup>+</sup> cells in peripheral blood 4-16 weeks after transplantation. n=5 mice per genotype.
- f. Proportion of donor-derived (CD45.2<sup>+</sup>) GFP<sup>+</sup> cells in LT-HSC at 16 weeks post-transplantation. n=5 mice per genotype.

Data represent the mean  $\pm$  SD from three independent experiments. ns,  $P$  value  $\geq 0.05$ ;

\*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ . For all the above statistics,  $P$  values were obtained using one-way ANOVA followed Dunnett's multiple comparisons test. Exact  $P$  values are provided as Source Data.

# Supplementary material for: tRNA m1A modification regulate HSC maintenance and self-renewal via mTORC1 signaling
**Source:** Nat Commun. 2024 Jul 8;15:5706. doi: 10.1038/s41467-024-50110-9
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

demultiplexing and adapter trimming of sequencing reads, and run mimseq (v1.3.6) for analyzing the changes of tRNA expression and modification upon Trmt6 depletion.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq and mim-tRNAseq data generated in this study have been deposited in the GEO database under accession code GSE252914 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE252914>]. Other single cell or bulk RNA-seq data of hematopoietic cells were downloaded from GEO database under accession code GSE116530 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116530>], GSE151799 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151799>], GSE143655 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143655>], GSE59114 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE59114>] and SRA database under accession PRJNA717283 [[https://www.ncbi.nlm.nih.gov/sra?LinkName=bioproject\\_sra\\_all&from\\_uid=717283](https://www.ncbi.nlm.nih.gov/sra?LinkName=bioproject_sra_all&from_uid=717283)].

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No statistical methods were used to predetermine sample size.

### Data exclusions

No data exclusions used in this study.

### Replication

For each experiments, at least 3 independent biological replicates were performed.

Randomization Experiments were not randomized.

Blinding Not used in this study.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Validation

All the antibodies were validated by either the vendor or the contributor.

APC anti-mouse/human CD45R/B220, <https://www.biolegend.com/en-us/products/apc-anti-mouse-human-cd45r-b220-antibody-442>

APC anti-mouse/human CD11b, <https://www.biolegend.com/en-us/products/apc-anti-mouse-human-cd11b-antibody-345>

APC Anti-mouse CD117 (cKit), <https://www.thermofisher.cn/cn/zh/antibody/product/CD117-c-Kit-Antibody-clone-2B8-Monoclonal/17-1171-83>

APC/Cyanine7 Streptavidin, <https://www.biolegend.com/en-us/products/apc-cyanine7-streptavidin-1471>

APC-R700-CD16/32, <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-r700-rat-anti-mouse-cd16-cd32.565502>

Brilliant Violet 510 anti-mouse CD48, <https://www.biolegend.com/en-us/products/brilliant-violet-510-anti-mouse-cd48-antibody-14066>

Brilliant Violet 605 anti-mouse CD150, <https://www.biolegend.com/en-us/products/brilliant-violet-605-anti-mouse-cd150-slam-antibody-7871>

Brilliant Violet 650 anti-mouse CD45.2, <https://www.biolegend.com/en-us/products/brilliant-violet-650-anti-mouse-cd45-2-antibody-7849>

FITC-CD34, <https://www.thermofisher.cn/cn/zh/antibody/product/CD34-Antibody-clone-RAM34-Monoclonal/11-0341-85>

FITC Anti-mouse CD3ε, <https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd3-antibody-45>

FITC anti-mouse/human CD45R/B220, <https://www.biolegend.com/en-us/products/fitc-anti-mouse-human-cd45r-b220-antibody-445>

FITC anti-mouse/human Ki-67, <https://www.biolegend.com/en-us/products/fitc-anti-mouse-human-ki-67-antibody-18405>

PE anti-mouse CD150, <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd150-slam-antibody-1369>

PE anti-mouse CD135, <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd135-antibody-6173>

PE/Cyanine7 anti-mouse Ly-6A/E (Sca-1), <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-ly-6a-e-sca-1-antibody-3898>

PerCP/Cyanine5.5 anti-mouse CD45.1, <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd45-1-antibody-4269>

Brilliant Violet 421 anti-mouse CD45.1, <https://www.biolegend.com/en-us/products/brilliant-violet-421-anti-mouse-cd45-1-antibody-7255>

PE anti-mouse CD45.2, <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd45-2-antibody-7>

PerCP/Cyanine5.5 anti-mouse CD48, <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd48-antibody-5597>

PerCP/Cyanine5.5 anti-mouse CD127 (IL-7Rα), <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd127-il-7alpha-antibody-6196>

Anti-1-methyladenosine (m1A), <https://www.abcam.com/products/primary-antibodies/1-methyladenosine-m1a-antibody-epr-19836-208-ab208196.html>

Anti-rabbit IgG, <https://www.cellsignal.cn/products/secondary-antibodies/anti-rabbit-igg-hrp-linked-antibody/7074>

Goat anti-Mouse IgG (H+L), Alexa Fluor488, <https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Mouse-IgG-H-L-Secondary-Antibody-Recombinant-Polyclonal/A28175>

Anti-Hamartin (TSC1), <http://www.huabio.cn/search?sort=asc&keyword=HA600004>

Anti-TRMT6, <https://www.ptglab.com/products/TRMT6-Antibody-16727-1-AP.htm>

Phospho-S6 Ribosomal Protein (Ser235/236), <https://www.cellsignal.cn/products/antibody-conjugates/phospho-s6-ribosomal-protein-ser235-236-d57-2-2e-xp-rabbit-mab-alexa-fluor-488-conjugate/4803>

HRP-conjugated Beta Actin Monoclonal, <https://www.ptglab.com/products/beta-Actin-Antibody-HRP-66009.htm>

TRMT61A Polyclonal Antibody, <https://www.thermofisher.cn/cn/zh/antibody/product/TRMT61A-antibody-Polyclonal/PA5-88013>

FITC Annexin V, <https://www.biolegend.com/en-us/products/fit-annexin-v-5161>

Anti-mouse IgG, HRP-linked Antibody, <https://www.cellsignal.cn/products/secondary-antibodies/anti-mouse-igg-hrp-linked-antibody/7076>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

*State the source of each cell line used and the sex of all primary cell lines and cells derived from human participants or vertebrate models.*

Authentication

*Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.*

Mycoplasma contamination

*Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.*

Commonly misidentified lines  
(See [ICLAC](#) register)

*Name any commonly misidentified cell lines used in the study and provide a rationale for their use.*

## Palaeontology and Archaeology

Specimen provenance

*Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.*

Specimen deposition

*Indicate where the specimens have been deposited to permit free access by other researchers.*

Dating methods

*If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where*

## Dating methods

*they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.*

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Ethics oversight

*Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Trmt6-floxed mice were generated at Cyagen Biosciences Inc. Trmt6 fl/fl mice were mated to Mx1-Cre transgenic mice to generate Trmt6 fl/+ Mx1-Cre and Trmt6 fl/fl Mx1-Cre mice. All of these strains were maintained on a C57BL/6 background. The recipient mice used in the competitive transplantation assays were either B6.SJL-PtpcaPep3b/Boy (CD45.1) mice.

## Wild animals

No wild animals were used in this study.

## Reporting on sex

Both male and female animals were utilized in the study.

## Field-collected samples

No field-collected samples were used in this study.

## Ethics oversight

The Animal Care and Ethics Committee at Hangzhou Normal University approved all animal experiments in this study. All mice were maintained in a pathogen-free environment and fed a standard diet.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

*Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.*

## Study protocol

*Note where the full trial protocol can be accessed OR if not available, explain why.*

## Data collection

*Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.*

## Outcomes

*Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.*

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No Yes

- |                          |                          |                            |

## Experiments of concern

Does the work involve any of these experiments of concern:

No Yes

- |                          |                          |                                                                             |

## Plants

Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

Files in database submission

Provide a list of all files available in the database submission.

Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

### Methodology

Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

### Acquisition

### Preprocessing

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity☐ ☐ Graph analysis☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

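HSPCs from the bone marrow of 2 *Trmt6*+/+ and 2 *Trmt6*-/- samples were profiled by mim-tRNA-seq. The sample labels number the libraries 1 and 2 within each genotype and describe the control as *Trmt6* fl/fl and name no Cre for it. The authors trimmed and demultiplexed the reads with cutadapt, for which the methods give v2.5 and the Reporting Summary v4.4, and ran the mim-tRNAseq pipeline (v1.3.6 in the Reporting Summary). They deposited raw counts per anticodon and per isodecoder, without normalization and without pooling of replicates. The genome build of the tRNA reference is not stated in the text of the paper. In the isodecoder counts, 25 of the 803 rows stand for isodecoders that the pipeline could not tell apart, and the others for single isodecoders. tRNA-like genes (tRX) have rows of their own there and are summed into the anticodons in the other table. The isodecoder counts use another numbering of the libraries, so these libraries were assigned to a genotype only and are called a and b.

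Without the standard, the library totals were 55868 and 4100 counts for *Trmt6*+/+ and 16032 and 77217 counts for *Trmt6*-/-. Intervals on shares are 95% Wilson intervals, and the smallest share a library can show was set at 3 counts. Intervals and floors cover counting error only, since reads amplified by PCR are not independent molecules. tRNA libraries hold no mRNA, so the level of *Trmt6* itself could not be used to check the labels.

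Genotypes were compared with edgeR 4.0.16 in R 4.3.3, with TMM scaling and the quasi-likelihood test (legacy method), and p-values were adjusted by the Benjamini-Hochberg method over the features tested, with a threshold of 0.05. Rows with a mean of at least 10 counts over the 4 libraries were tested, mitochondrial tRNAs were kept, and the row of the *E. coli* standard was left out. Anticodons were also summed by amino acid, with initiator methionine apart from elongator methionine and mitochondrial apart from nuclear-encoded tRNAs. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The smallest two-sided p of an exact permutation test of 2 libraries against 2 is 0.333. Principal components were computed from log2 CPM with a prior count of 2, centred and not scaled. On simulated counts with the real means, depths and dispersion, in which 14 of 69 anticodons changed by a log2 of 2, the test recovered 98.1% of the changed anticodons, and 4.98% of its calls were false. For isodecoders, with 25 of 123 changed, it recovered 97.4%, and 4.58% of its calls were false. These values are taken over 100 simulations. The simulated changes went in both directions and were larger than those of the anticodons called in the data, whose log2 fold changes ran from -0.91 to -0.67. The recovery of changes of that smaller, one-sided kind was not simulated.

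Codons of *Tsc1* and of all protein-coding genes were counted in the longest coding transcript of GENCODE vM21 (GRCm38), the build to which the paper aligned its single-cell data.

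The alternatives covered the scaling, the test, the filter on low counts, the replicate number as a block, the features kept, and leaving out each library in turn, with DESeq2 1.42.0 among them. Fits that left a genotype with a single library used a fixed dispersion of 0.05 and gave log2 fold changes only. The tRNAs named in the text are those past the threshold, those the paper names in its text or in the legible labels of its figures, the anticodon with the highest mean count over the 4 libraries and the initiator-methionine isodecoders. The designs, alternatives and this rule were set before the data were examined. The m1A58 levels, the ribosome profiling and the other experiments of the paper were not analysed here.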

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

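The number of anticodons with an adjusted p under 0.05, 6 as reported, was 0 with library size only (21 at an unadjusted p under 0.05), 3 with DESeq2's Wald test, 1 with a mean count of at least 100 and 1 with nuclear-encoded tRNAs only. It was between 4 and 6 under the other alternatives. Every anticodon called under any of these settings was among the 6 and lower in *Trmt6*-/-. The number of amino acid families, 4 as reported, was 1 with library size only, which was Phe, 0 with a mean count of at least 100 (3 at an unadjusted p under 0.05) and 2 with nuclear-encoded tRNAs only. It was 5 with DESeq2's size factors in edgeR and with DESeq2's Wald test, both adding mitochondrial Phe to the 4. With robust empirical Bayes and with the most abundant anticodon left out it was 4, of which 3 were shared with those reported and the other was mitochondrial Phe. The number of isodecoders, 0 as reported (19 at an unadjusted p under 0.05), was 1 with DESeq2's size factors in edgeR, 2 with DESeq2's Wald test and 4 with no low-count filter, all lower in *Trmt6*-/-. Leaving out the TMM factors raised the median log2 fold change over anticodons by 0.25, so its fold changes are higher by about that amount. The cause of the other changes was not tested.

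With library size only, the log2 fold changes of iMet-CAT (0.19), Ala-AGC (0.21), iMet-CAT-1 (0.19), iMet-CAT-3/2 (0.018), Asn-GTT-3 (0.12) and Ala-AGC-7/6 (0.0061) were above 0, against values below 0 as reported; each is within the shift of the median. That of iMet-CAT-1 was also above 0, at 0.0096, with nuclear-encoded tRNAs only. Phe-GAA, the most abundant anticodon by mean count, stayed below 0 but no longer passed the threshold with library size only (-0.61), a mean count of at least 100 (-0.82) and nuclear-encoded tRNAs only (-0.83); its adjusted p ranged from 0.00278 to 0.149 over the alternatives. Ala-TGC and Ala-CGC were higher in *Trmt6*-/- without passing the threshold under each alternative, with adjusted p-values from 0.121 to 0.630 for Ala-TGC. Over the 21 other tRNAs and families followed, 204 values were recomputed under an alternative other than leaving out a library, of which 170 kept their direction and their side of the threshold, 29 no longer passed it and 5 changed direction, those of the isodecoders named above.

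With the replicate number as a block (replicate block), 4 anticodons and 5 families passed the threshold. Phe-GAA was among these anticodons, with a log2 fold change of -0.87 and an adjusted p of 0.0109. The log2 fold change was -0.047 for iMet-CAT and 0.50 for Ala-TGC. Same-numbered libraries did not deviate together: the correlation of their deviations from the genotype means over anticodons was 0.0875. The block was not fitted for the isodecoders, whose counts number the libraries in another way. Their library totals equal those of the anticodon counts, but replicate numbers were not assigned from the totals.

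When each library was left out in turn, no p-value was computed. The log2 fold changes ranged from -0.20 to 0.046 for iMet-CAT, from -0.12 to 0.0060 for Ala-AGC, from 0.10 to 0.43 for Ala-CGC, from 0.27 to 0.69 for Ala-TGC and from -1.02 to -0.72 for Phe-GAA. Among the 21 other tRNAs and families, the ranges of 4 isodecoders spanned 0: from -0.20 to 0.13 for iMet-CAT-1, from -0.61 to 1.28 for iMet-CAT-3/2, from -0.81 to 0.51 for Lys-TTT-1/2 and from -0.18 to 0.44 for Gly-TCC-1. The correlation of anticodon abundance between genotypes ranged from 0.957 to 0.985, and the difference in the mitochondrial share from -0.230 to 1.00 percentage points.

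On the linear scale, over all 85 anticodons, the correlation was 0.96004 in place of 0.980. The shares of PC1 and PC2 were 50.7% and 37.3% with the variance stabilizing transformation, 60.7% and 26.7% with the regularized log, 57.0% and 32.9% with a mean count of at least 10, and 56.4% and 28.6% at the isodecoder level. The 3 other coding transcripts of *Tsc1* each held 64 alanine codons, 18 of them GCA. Against genes with at least 300 codons, the alanine share of *Tsc1* was at the 28.9 percentile and its GCA share at the 56.1 percentile.

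Scaling to the *E. coli* standard was not run, since the standard had 3 counts or fewer in each library. In *Trmt6*+/+ replicate 2, a tRNA with a share under 0.0732% (3 counts) could not be shown.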

Differences from the paper's values

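The correlation of anticodon abundance between the genotypes was 0.980, against the paper's value of about 0.96 in Fig. S6b, read by eye. The spread of r between pairs of single libraries was 0.0147 (SD). It serves only as a yardstick here, since it is not the error of either value. Of the alternatives set before the data were examined, the linear scale (0.96004), Spearman's rho (0.972), a mean count of at least 10 (0.973) and the fits without *Trmt6*+/+ replicate 1 (0.962), *Trmt6*+/+ replicate 2 (0.968) and *Trmt6*-/- replicate 2 (0.957) fell within that spread of the paper's value. DESeq2's size factors (0.980), log10 of CPM plus 1 (0.987) and the fit without *Trmt6*-/- replicate 1 (0.985) did not. The linear scale and log10 of CPM plus 1 used all 85 anticodons. Spearman's rho is another measure than the Pearson coefficient that the legend names.

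The number of anticodons past the threshold was 6, against the paper's about 1 point marked as lower in Fig. S6b, read by eye. The legend of Fig. S6b states no test or threshold and does not name anticodons or isodecoders, so these numbers may not measure the same thing. At the isodecoder level the number here was 0. Of the alternatives set before the data were examined, a mean count of at least 100 and nuclear-encoded tRNAs only each gave 1, which was Cys-GCA in both. The paper's marked point lies at the top of its abundance range, where the anticodons here were Phe-GAA and Tyr-GTA. The other alternatives gave 0 with library size only, 3 with DESeq2's Wald test, 4 with robust empirical Bayes, 4 with the replicate block, 5 with the most abundant anticodon left out, and 6 with DESeq2's size factors, with edgeR's bias-adjusted method and with no low-count filter.

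The paper describes the alanine codons it replaced, GCA and GCG, as those used most by *Tsc1*. In the reference coding sequence GCC was the most frequent alanine codon with 24, ahead of GCA with 19, and GCG was the least frequent with 7.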

Other observations

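All tests in this part were chosen, or the statistic that decides them was settled, after the results had been seen. The patterns were found and tested on the same 4 libraries, and the labels name no sequencing or library batch, so a batch that follows the genotype cannot be told apart from it. Over the 3 relations tested across anticodons, p-values were adjusted together by the Benjamini-Hochberg method. Anticodons are not independent replicates.

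The log2 fold change fell with abundance. Spearman's rho of the log2 fold change with the mean count over the 69 anticodons was -0.54 (permutation test, p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 3e-05), and it was -0.27 among the 47 nuclear-encoded and -0.54 among the 22 mitochondrial anticodons. If variation between libraries unrelated to genotype were the source, replicates of a genotype would show such a relation too, but rho was -0.0724 between the *Trmt6*+/+ replicates and -0.129 between the *Trmt6*-/- replicates. The first of these was the statistic initially computed, and the stronger of both was used after it had been seen. Between single libraries of different genotypes it ranged from -0.526 to -0.183. Leaving out the shallow *Trmt6*+/+ replicate 2 gave a rho of -0.498. Phe-GAA and Tyr-GTA together took 25.1% and 25.5% of the counts in the *Trmt6*+/+ libraries and 15.2% and 20.0% in the *Trmt6*-/- libraries. The exact permutation test of this share cannot go below p = 0.333. Not every abundant tRNA was lower by as much: the log2 fold change was -0.041 for Ala-AGC and -0.061 for iMet-CAT. The fold change and the mean count come from the same counts. Amplification, an effect of lost m1A58 on the reads counted, the mix of cell types and a batch that follows the genotype were not tested. The pattern cannot be told apart from these.

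The number of lower anticodons depends on the scaling and on the depth. With the deeper libraries thinned at random to 4100 counts and no low-count filter in the fit, the median over 100 draws was 1 call among the 69 anticodons, with a range from 0 to 7, and 4 draws gave 6 or more calls. Fewer calls follow from fewer reads by design, so this does not test the calls made at the real depths. With library size only, 0 of the 6 passed the threshold, 21 anticodons had an unadjusted p under 0.05, and the smallest adjusted p was 0.0730. All 6 stayed below 0, with log2 fold changes from -0.66 to -0.43. The Phe family, which has the same counts as Phe-GAA, passed the threshold with this scaling (log2 fold change -0.61, adjusted p = 0.0201 among the 42 families, with a range from 8.04e-05 to 0.0749 over its alternatives), so the call of Phe also depends on the level that is tested. With 3 counts or fewer of the *E. coli* standard in each library, the data do not show which scaling holds. An absolute fall of these tRNAs therefore cannot be told apart from a relative rise of the others. Of the 6, 4 nuclear-encoded anticodons (Cys-GCA, Phe-GAA, Ser-GCT and Tyr-GTA) start with G. The 8 nuclear-encoded anticodons that start with G had a mean log2 fold change of -0.33 against -0.041 for the others, which a permutation test did not separate (p = 0.100, adjusted p = 0.100). Reads of nuclear Phe-GAA assigned to the mitochondrial tRNA would lower both together. The mitochondrial share of the Phe-GAA counts was 13.1% and 19.0% in *Trmt6*+/+ and 14.4% and 18.2% in *Trmt6*-/-, and it differed between the libraries beyond counting error (chi-square test, p = 6.67e-20). The share would be constant only if all mitochondrial Phe-GAA counts were reads assigned wrongly at a fixed rate, so a part assigned wrongly is not excluded.

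Serine, leucine and selenocysteine tRNAs, which have a long variable arm, had a mean log2 fold change of -0.39 over 10 anticodons, 7 of them below 0, against -0.0089 for the 37 other nuclear-encoded anticodons (permutation test, p = 0.0156, adjusted p = 0.0234). The difference between these classes was -0.402 for *Trmt6*+/+ replicate 2 against replicate 1, as large as the -0.382 between genotypes, and 0.157 for *Trmt6*-/- replicate 2 against replicate 1. It was also -0.382 with library size only, which moves both classes alike and so tests nothing about the scaling. These tRNAs took 15.9% and 12.4% of the nuclear-encoded counts in *Trmt6*+/+ and 12.8% and 12.5% in *Trmt6*-/-. Without the shallow *Trmt6*+/+ replicate 2 the difference between the classes was -0.522. Between single libraries of different genotypes it ranged from -0.608 to -0.0482. A difference as large as that between genotypes also arose between the *Trmt6*+/+ replicates. The data therefore do not separate variation between libraries from a genotype effect.

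Counts on the tRNA-like gene tRX-Ser-CGA-1921, which was named after its values were seen, came mostly from a single library. It had 82 counts in *Trmt6*+/+ library a and 0 in *Trmt6*+/+ library b, where 3 counts are 0.0732% of the total, and 3 and 15 in the *Trmt6*-/- libraries. At the share in library a, 6.02 counts would fall in library b, and Fisher's exact test between both *Trmt6*+/+ libraries gave p = 0.00665. This p is not adjusted for the choice of this gene among the 123 isodecoders by these same counts, so the depth of library b is not excluded. Its adjusted p between genotypes was 0.0667, and it was 0.0176 with DESeq2's size factors and 1.35e-05 with no low-count filter, with log2 fold changes from -2.86 to -2.84. No biological explanation was tested.

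The depth also bounds what the m1A58 levels could resolve, if every counted read spanned position 58. Ala-TGC had 33 counts in *Trmt6*+/+ replicate 2, and a level near 50% on 33 reads has a 95% Wilson interval 32.3 percentage points wide, compared with 10.1 points on the 376 counts of *Trmt6*+/+ replicate 1, 12.9 on the 227 of *Trmt6*-/- replicate 1 and 6.96 on the 789 of *Trmt6*-/- replicate 2. For iMet-CAT in *Trmt6*+/+ replicate 2, with 103 counts, the width is 19.0 points. Of the 69 anticodons tested, 58 had fewer than 100 counts in that library and 6 in *Trmt6*-/- replicate 2. As a share of each library's counts, the pipeline's coverage minimum of 0.0005 corresponds to 2.05 reads in *Trmt6*+/+ replicate 2 and 38.6 in *Trmt6*-/- replicate 2.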
